# IĸB Protein BCL3 as a Controller of Osteogenesis and Bone Health

**DOI:** 10.1002/art.42639

**Published:** 2023-10-01

**Authors:** Hussain Jaffery, Carmen Huesa, Sabarinadh Chilaka, John Cole, James Doonan, Moeed Akbar, Lynette Dunning, Kathleen Elizabeth Tanner, Rob J. van ‘t Hof, Iain B. McInnes, Ruaidhrí J. Carmody, Carl S. Goodyear

## Abstract

**Objective:**

IĸB protein B cell lymphoma 3‐encoded protein (BCL3) is a regulator of the NF‐κB family of transcription factors. NF‐κB signaling fundamentally influences the fate of bone‐forming osteoblasts and bone‐resorbing osteoclasts, but the role of BCL3 in bone biology has not been investigated. The objective of this study was to evaluate BCL3 in skeletal development, maintenance, and osteoarthritic pathology.

**Methods:**

To assess the contribution of BCL3 to skeletal homeostasis, neonatal mice (n = 6–14) lacking BCL3 (*Bcl3* ^*−/−*^) and wild‐type (WT) controls were characterized for bone phenotype and density. To reveal the contribution to bone phenotype by the osteoblast compartment in *Bcl3* ^*−/−*^ mice, transcriptomic analysis of early osteogenic differentiation and cellular function (n = 3–7) were assessed. Osteoclast differentiation and function in *Bcl3* ^*−/−*^ mice (n = 3–5) was assessed. Adult 20‐week *Bcl3* ^*−/−*^ and WT mice bone phenotype, strength, and turnover were assessed. A destabilization of the medial meniscus model of osteoarthritic osteophytogenesis was used to understand adult bone formation in *Bcl3* ^*−/−*^ mice (n = 11–13).

**Results:**

Evaluation of *Bcl3* ^*−/−*^ mice revealed congenitally increased bone density, long bone dwarfism, increased bone biomechanical strength, and altered bone turnover. Molecular and cellular characterization of mesenchymal precursors showed that *Bcl3* ^*−/−*^ cells displayed an accelerated osteogenic transcriptional profile that led to enhanced differentiation into osteoblasts with increased functional activity, which could be reversed with a mimetic peptide. In a model of osteoarthritis‐induced osteophytogenesis, *Bcl3* ^*−/−*^ mice exhibited decreased pathological osteophyte formation (*P* < 0.05).

**Conclusion:**

Cumulatively, these findings demonstrate that BCL3 controls developmental mineralization to enable appropriate bone formation, whereas in a pathological setting, it contributes to skeletal pathology.

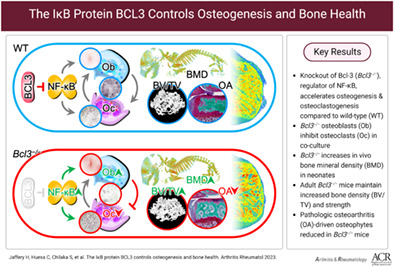

## INTRODUCTION

Homeostatic bone growth and subsequent skeletal maintenance is a tightly controlled process that relies on the coordination of osteoblasts (depositing mineralized matrix) and osteoclasts (resorbing matrix) (1). The differentiation, interaction, and ensuing function of these cells are regulated by both extracellular factors (e.g., metabolites, bone morphogenetic proteins [BMPs], fibroblast growth factors, Wnt family proteins, macrophage colony‐stimulating factor [M‐CSF], and RANKL) (2, 3) and intracellular factors, including NF‐κB (4). Perturbation of this closely regulated system can contribute to decreased bone quality and pathology observed in diseases such as osteoarthritis, rheumatoid arthritis, and osteoporosis.

The NF‐κB family of transcription factors is critical in determining the differentiation and activities of cells affecting skeletal development and maintenance. Combined, this family functions as a master regulator of gene transcription. Members are characterized by the presence of the Rel homology domain, which mediates dimerization and DNA binding (5). NF‐κB activation involves a cascade of events, including receptor ligation, activation of IκB kinases (IKKs) and phosphorylation, and degradation of IκBs, which ultimately triggers the nuclear translocation of NF‐κB dimers (5). The generation of homodimers or heterodimers is based on the interaction of five subunits (p65/RelA, RelB, c‐Rel, p50/NF‐κB1, and p52/NF‐κB2) that can bind to specific DNA sequences (κB sites) in the target promoters of hundreds of genes (6). Notably, homodimers of the p50 and p52 NF‐κB subunits, which lack transcription activation domains, interact with the atypical IκB protein B cell lymphoma 3‐encoded protein (BCL3) (5). BCL3, initially identified as a proto‐oncogene, is a predominantly nuclear protein containing seven ankyrin repeat domains (5). Upon tumor necrosis factor (TNF) receptor or toll‐like receptor‐driven NF‐κB activation, BCL3 stabilizes p50 homodimers at NF‐κB binding sites (κB sites), preventing p50 degradation and competitively inhibiting transactivating p65 or c‐Rel containing NF‐κB dimers from occupying the κB sites (5). Moreover, it has been speculated that the interaction of BCL3 with homodimers of p50 and p52 leads to recruitment of additional transcriptional corepressors or coactivators (5). The physiological role of Bcl3 is well described as a regulator of adaptive immunity through control of T and B cell maturation and formation of lymph node germinal centers (7).

Prior studies have investigated the role of NF‐κB in osteoblast and osteoclast differentiation and function. In osteoblasts, NF‐κB activation has been reported to both induce and inhibit osteogenesis. For instance, TNF‐driven NF‐κB activation can reduce bone formation by inhibiting Runt‐related transcription factor 2 (RUNX2), an osteoblast lineage–specific transcription factor, which subsequently disrupts BMP signaling (8). Activity of the IKK complex has been implicated in inhibiting osteoblast activity (9). Furthermore, disruption of NF‐κB–inducing kinase (NIK) results in increased p100 levels, leading to increased bone formation and osteoblast numbers, whereas disruption of RelB increases bone formation (10, 11). In juxtaposition, activation of NF‐κB can enhance early osteogenesis, and p65/RelA is essential for osteoblast activity and survival (12, 13). Finally, low‐dose TNF can increase osteogenesis via NF‐κB activation (14). Taken together, this illustrates that the role of NF‐κB activity in regulating osteoblast differentiation is complex and context specific.

In osteoclast differentiation, the binding of RANKL to RANK leads to NF‐κB activation (4). Notably, the RANK gene *Tnfrsf11a* possesses κB sites at the proximal promoter region, which facilitates a feed‐forward RANKL response (15). Furthermore, RelB/p65 dimers strongly induce the central osteoclastogenic transcription factor NFATc1, thereby increasing osteoclast differentiation, survival, and function (4). Mice lacking the NF‐κB p50 and p52 subunits exhibit severe dwarfism, a thickened hypertrophic chondrocyte layer, severe osteopetrosis, and an absence of osteoclasts (16).

Although it is accepted that NF‐κB plays an essential role in bone biology, the specific contribution of BCL3 in shaping bone is ill defined. Herein, we show that BCL3‐deficient (*Bcl3* ^*−/−*^) neonatal mice have congenitally increased bone mineral density and truncated long bones compared to wild‐type (WT) counterparts. The observed increased bone matrix in *Bcl3* ^*−/−*^ mice is explained by an acceleration of the osteogenic transcriptional program. This increase in bone density is maintained into maturation (20‐week‐old mice); however, at this stage, although there is increased bone density and associated biomechanical strength, new bone formation is inhibited. Finally, in a model of pathological osteophytogenesis, we demonstrate that *Bcl3* ^*−/−*^ mice have reduced ectopic osteophyte formation. Collectively, our data illustrate that BCL3 is an intrinsic regulator of osteoblast and osteoclast differentiation and thus a modulator of skeletal health.

## MATERIALS AND METHODS

Detailed information for the following materials and methods for quantitative polymerase chain reaction (PCR), osteoclast differentiation, and functional assessment are described in the Supplementary Methods, available on the *Arthritis & Rheumatology* website at http://onlinelibrary.wiley.com/doi/10.1002/art.42639.

### Animals

*Bcl3* ^*−/−*^ and WT littermates were bred under standard conditions (17, 18). All animal studies received ethical approval from the University of Glasgow and were performed under a UK Home Office license.

### Micro–computed tomography analysis of neonates

Postnatal day 0, mice were scanned via micro–computed tomography (micro‐CT) (4.5‐μm resolution). Reconstructions were manually analyzed using DataViewer (version 1.5.2.4) Visualizations were rendered in CTvox (version 3.1.1).

### Calvarial osteoblast isolation and differentiation

Calvaria were dissected from neonatal mice (postnatal days 3–5) and digested in collagenase II solution (Gibco). Cells were expanded for three days, subsequently seeded at 1.25 × 10^4^ cells/well, and cultured for an additional three days. Osteogenic Medium (supplemented with 50 μg/ml of ascorbic acid and 2 m*M* β‐glycerophosphate) was added to initiate osteogenesis (day 0). In certain cultures, 30 μ*M* BCL3 mimetic peptide (BDP2) or mutated peptide (mBDP2) was added.

### RNA sequencing library preparation and sequencing

Cells were lysed using 700 μl of QIAzol Lysis Reagent (QIAGEN). RNA purification was performed as per standard manufacturer instructions using the miRNeasy Mini Kit (QIAGEN). Complementary DNA synthesis was conducted using the SMART‐seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech). Library preparation was conducted using the Low Input Library Prep Kit HT (Clontech) as per instructions. Sequencing was conducted using the Illumina HiSeq 4000 System with a read depth of ~36 million/sample of 75‐bp paired‐end reads.

### Bioinformatic analysis

Differential expression between the four groups was calculated using DESeq2. Final expression values were represented as fragments per kilobase of exon per million reads. A statistical cutoff of an adjusted *P* value less than 0.05 was considered significant. A downstream analysis used the PANTHER gene ontology (GO) enrichment analysis tool (19). A transcription factor binding site analysis was conducted of the region 350 bp upstream and 50 bp downstream of the gene transcription start site using HOMER (20). A protein–protein functional association network clustering analysis involved Markov clustering algorithm with a 1.2 inflation parameter (21). RNA sequencing data are deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE125153 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125153).

### Histological assessment of osteoblast cultures

Alkaline phosphatase assay and Alizarin Red staining was conducted as previously described (22). Sircol staining was performed on fixed cells using Sircol Sirius Red (Biocolor) soluble dye solution. Image analysis was conducted via Fiji/ImageJ (version 2.0) packages and involved thresholding of dark pixels (23).

### Micro‐CT analysis of adult long bones

Micro‐CT images of whole fixed deskinned adult legs were acquired on the SkyScan 1272 micro‐CT scanner (Bruker). Images were processed by a back‐projection method using Nrecon (version 1.6.10.4). Specialized macros for the trabecular and cortical regions in the CT Analyzer (version 1.16.4.1) software enabled quantitative analysis on the various volumes.

### Biomechanical analyses

Tibiae were assessed in three‐point flexure (bend) tests using a 50N load cell affixed to a calibrated three‐point apparatus (Zwick Roell) with a 10‐mm/min force advancement, and data were recorded until fracture. Femurs were placed in a 2‐kN load cell (Zwick Roell) with a displacement rate of 0.1 mm/s, and data were recorded until fracture occurred.

### Dynamic histomorphometry and histology

Mice were intraperitoneally injected with 15 mg/kg of calcein dye (Sigma‐Aldrich) solution in Dulbecco's phosphate buffered saline on days −5 and −2 prior to harvest. Femurs were fixed, embedded in methyl methacrylate resin, and cut into 5‐μm sections. For dynamic histomorphometry, slides were counterstained with 1% Calcein Blue (Sigma‐Aldrich), and fluorescent intra‐label thickness was quantified. For histological assessment of the growth plate, slides were dual stained with Safranin O and Fast Green.

### Bone turnover enzyme‐linked immunosorbent assays

Enzyme immunoassays were used to detect serum levels of procollagen type 1 amino‐terminal peptide (P1NP) and carboxyl‐terminal crosslinks peptide of type 1 collagen (CTX1) (Immunodiagnostic Systems) and osteoprotegerin (OPG) and RANKL (R&D Systems) according to the manufacturer's instructions.

### Experimental osteoarthritis model

Destabilization of the medial meniscus (DMM) (on a 10‐week‐old male) and subsequent micro‐CT analysis were performed as previously described (24).

### Statistical approach

For statistical analysis, GraphPad Prism (versions 7–9) and R packages were used. *P* values and adjusted *P* values less than 0.05 were considered significant.

## RESULTS

### BCL3 alters skeletal development

To investigate whether congenital skeletal abnormalities are associated with loss of BCL3, neonatal (postnatal day 0) WT and *Bcl3* ^*−/−*^ mice were examined by x‐ray micro‐CT (Figure 1A). Gross skeletal abnormalities were absent in *Bcl3* ^*−/−*^ pups; however, analysis of the complete skeleton revealed that *Bcl3* ^*−/−*^ neonatal mice had an increase in overall bone mineral density relative to WT mice (Figure 1B). This was also associated with a significant reduction in the length of mineralized long bones (including the humerus, ulna, radius, tibia, and femur) in *Bcl3* ^*−/−*^ mice compared to WT controls (Figure 1C).

**Figure 1:**
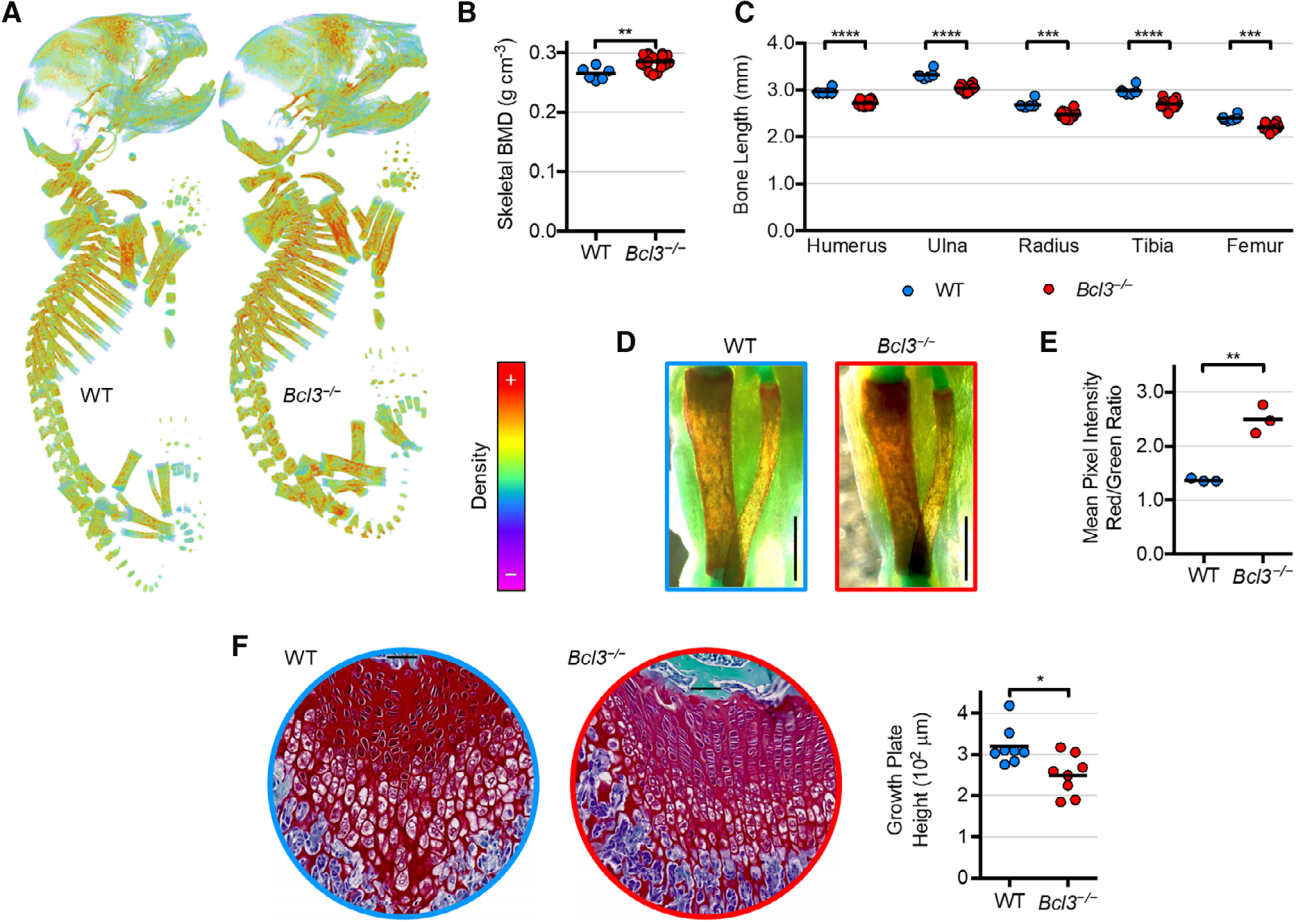
Whole skeletal and long bone assessment of wild‐type (WT) and *Bcl3* ^*−/−*^ neonatal (P0) mice using micro–computed tomography (micro‐CT) and whole‐mount stains. **A**, Representative images of neonatal three‐dimensional projection models of bone mineral density (BMD). Coloration depicts high‐intensity voxels as red and low‐intensity voxels as violet. Images are not to scale. **B**, Whole skeletal BMD. n = 6 (WT) and 14 (*Bcl3* ^*−/−*^). **C**, Longitudinal length measurements comparing major WT and *Bcl3* ^*−/−*^ appendicular long bones of neonates using micro‐CT. n = 6–14. **D**, Tibiae and fibulae of the right legs of individual whole‐mount Alizarin Red S and Alcian Blue–stained mice viewed medially in brightfield. Scale bars represent 1 mm. Student's *t*‐test was used. **E**, Red‐to‐green mean pixel intensity ratio of tibial diaphysis staining, with red denoting Ca^2+^ mineral and green denoting background. **F**, Histological dual stain (Safranin O and Fast Green) of femurs from 4‐week‐old WT and *Bcl3* ^*−/−*^ male mice. Representative images are shown. Image diameter = 500 μm, and inset horizontal bar = 50 μm. n = 7–8. Student's *t*‐test (**B** and **E**) or the Mann‐Whitney test (**C** and **F**) was used. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

Further interrogation of glycan‐rich cartilage (Alcian Blue staining) and calcium mineral (Alizarin Red staining) in whole‐mount skeletons uncovered altered skeletal composition in *Bcl3* ^*−/−*^ neonatal mice. Notably, *Bcl3* ^*−/−*^ neonates had demonstrably increased Alizarin Red staining in their long bones (e.g., tibia) compared to WT controls, indicative of increased bone mineral density and osteoblast hyperactivity (Figure 1D). This was further supported by specific quantitative analysis of Alizarin Red staining in the tibial diaphysis (Figure 1E). A histological analysis (Safranin O and Fast Green staining) revealed a decrease in the cartilaginous growth plate height of 4‐week‐old *Bcl3* ^*−/−*^ mice compared to WT controls, indicative of perturbation of the osteochondral lineage (Figure 1F). Combined, these data suggest that loss of BCL3 results in overactive mineralization coupled with reduced overall long bone growth.

### *Bcl3* ^*−/−*^ osteoblast transcriptome shows an accelerated early osteogenesis signature

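RNA was sequenced from calvarial osteoblast cultures of WT and Bcl3-/- neonates in 4 groups of 3 libraries: WT and Bcl3-/- after 1 day, and WT and Bcl3-/- after 3 days in medium with ascorbic acid and β-glycerophosphate. The labels name 6 cultures, 3 per genotype, and each culture gave a library at both times. The authors trimmed the reads with Trim Galore, aligned them to the mouse genome (GRCm38) with TopHat2, counted reads per gene with HTSeq and estimated FPKM with Cufflinks. The deposited counts cover 49585 genes and sum to between 20009732 and 41953891 per library. The medians of these totals were 36455246 in day 1 WT, 30048602 in day 1 Bcl3-/-, 33357931 in day 3 WT and 31613884 in day 3 Bcl3-/- libraries. The 16318 genes with enough counts were compared between groups with edgeR's quasi-likelihood test after TMM normalization, and the 12 libraries shared one estimate of the spread. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and where stated also at an absolute log2 fold change over 1. Lists of genes with a known role, such as collagens, Wnt ligands or interferon-stimulated genes, were each tested with camera, which compares the members of a list with all other genes. Camera was run with a preset correlation of 0.01 between the members of a list. With a correlation estimated from the libraries instead, 0 of the lists passed in any comparison, against 92 calls at the preset value and 110 with fry, a test that does not compare a list with other genes. The p with an estimated correlation is therefore given beside each list.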

To determine whether the increased bone density observed in *Bcl3* ^*−/−*^ neonates was a result of altered osteoblast differentiation and activity, the temporal transcriptional profile of WT and *Bcl3* ^*−/−*^ cells during osteogenic differentiation was evaluated. Calvarial osteoblast precursors were isolated from WT and *Bcl3* ^*−/−*^ neonates and differentiated in the presence of L‐ascorbic acid and β‐glycerophosphate for one or three days (Figure 2A). 

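Bcl3 encodes an atypical inhibitor of NF-κB that binds p50 and p52 dimers in the nucleus, and it is the gene targeted in these mice. It lies on chromosome 7 of GRCm38 from 19808462 to 19822770. On day 1 its level, in TMM-normalized CPM, was 17.9, 21.8 and 17.8 in the 3 WT libraries and 17.5, 19.7 and 19.2 in the 3 libraries labelled Bcl3-/-. The log2 fold change was -0.03 (SE 0.12, edgeR adjusted p = 0.887), so the counts of Bcl3 do not separate the genotypes on day 1. On day 3 its level was 14.8, 15.9 and 12.8 CPM in WT and 10.2, 9.71 and 8.31 CPM in the libraries labelled Bcl3-/-. This is a log2 fold change of -0.62 (SE 0.12, edgeR adjusted p = 0.00863), a call that is lost when FPKM values are tested in place of counts. From day 1 to day 3 the libraries labelled Bcl3-/- lost Bcl3 counts with a log2 fold change of -0.99 (SE 0.12, edgeR adjusted p = 0.000107). In WT it fell at -0.41 (SE 0.12, edgeR adjusted p = 0.0159), a call lost without day 1 WT replicate 2 or day 3 WT replicate 3 and with FPKM values. The difference of -0.58 (SE 0.17, edgeR adjusted p = 0.15) did not pass the test. Counts per gene can include reads from a part of the transcript that a targeted allele still makes, and they do not show which part of the gene the reads cover. The groups are therefore called libraries labelled Bcl3-/-, and each direction by genotype rests on these labels. The paper plots Bcl3 from RNA sequencing of both genotypes on both days (Supplementary Figure 2B). Quantitative PCR in the paper (Figure 2E) runs the way of these labels for 5 genes. It reports Alpl, Col1a1, osteocalcin and Wnt16 higher and Opg lower in Bcl3-/- cells. In the counts on day 1 Alpl, Col1a1, the osteocalcin gene Bglap2 and Wnt16 were higher and Tnfrsf11b (Opg) lower. The osteocalcin gene Bglap was not called, at a log2 fold change of 1.25 (SE 0.44, edgeR adjusted p = 0.0807). The call of Col1a1 is lost without day 1 WT replicate 2, day 1 Bcl3-/- replicate 2 or day 1 Bcl3-/- replicate 3. For Rankl, Runx2 and osterix the counts did not follow the quantitative PCR. The supplement refers to the RNA of its quantitative PCR section for sequencing, so a culture mislabelled before that step could carry into both. These measures therefore do not settle the labels of the cultures, nor whether a transcript of the targeted allele remains.

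**Figure D1:**
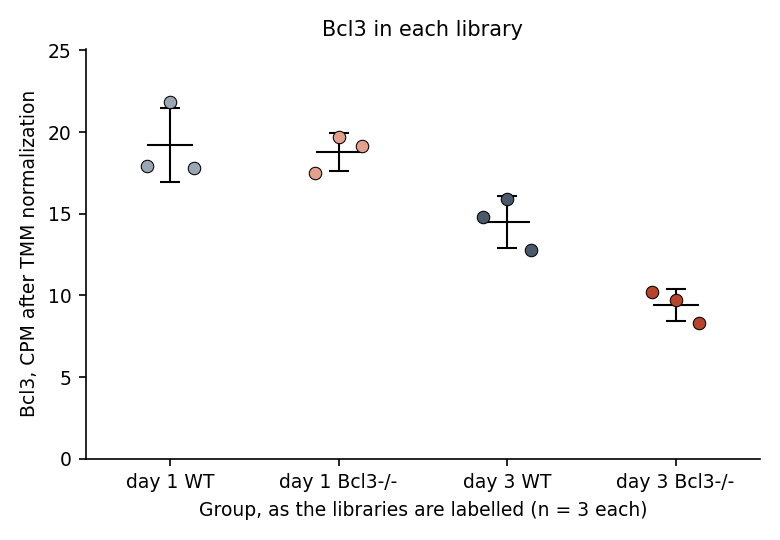
Bcl3 in TMM-normalized CPM (vertical axis) in each of the 12 libraries, by genotype label and day. Points are libraries, and lines with bars are the mean ± SD (n = 3); the means are 19.2 in day 1 WT, 18.8 in day 1 Bcl3-/-, 14.5 in day 3 WT and 9.42 in day 3 Bcl3-/-.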

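Along principal component 1 of the log2 CPM values of 16318 genes, day 1 WT libraries lay at one end and day 3 libraries labelled Bcl3-/- at the other. The mean score was -62.5 ± 15.5 (SD, n = 3) in day 1 WT, -14.9 ± 4.40 (SD, n = 3) in day 1 Bcl3-/-, 12.8 ± 15.1 (SD, n = 3) in day 3 WT and 64.6 ± 13.5 (SD, n = 3) in day 3 Bcl3-/- libraries. The day 1 libraries labelled Bcl3-/- thus lay 63.3% of the way from the mean of day 1 WT to that of day 3 WT. The groups next to each other on this component did not overlap, with a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Component 1 held 55.8% of the variance, component 2 held 11.5% and component 3 held 8.14%. On component 2 both WT groups stood apart, at 15.7 ± 6.50 (SD, n = 3) on day 1 and -25.3 ± 3.44 (SD, n = 3) on day 3, while day 3 libraries labelled Bcl3-/- were spread widely, at 15.0 ± 30.0 (SD, n = 3).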

A principal component analysis of all genes across the two time points in WT and *Bcl3* ^*−/−*^ samples revealed that the bulk of variation (component 1) grouped the samples by genotype and time (Figure 2B). 

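On day 1, 1473 genes were higher and 1021 lower in the libraries labelled Bcl3-/- than in WT. Interferon-stimulated genes, which act in antiviral defense, rose nearly as a whole: of 42 measured, 39 were higher, none was lower and 3 were not called (40 higher when adjusted over the list alone). Oas1a, an oligoadenylate synthetase, had a log2 fold change of 2.58 (SE 0.34, edgeR adjusted p = 0.00105), and Mx2, an antiviral GTPase, one of 2.48 (SE 0.34, edgeR adjusted p = 0.00131). The list gave a camera adjusted p of 1.9e-23 (adjusted p = 0.269 with an estimated correlation). Genes of MHC class I antigen presentation were higher for 9 of 13, and none was lower (12 adjusted over the list alone; camera adjusted p = 2.04e-06, and adjusted p = 0.269 with an estimated correlation). Complement genes were higher for 8 of 10 (10 adjusted over the list alone; camera adjusted p = 1.51e-08, and adjusted p = 0.234 with an estimated correlation). C4b was at 2.96 (SE 0.21, edgeR adjusted p = 8.72e-05). Genes of cholesterol synthesis and uptake were higher for 15 of 17 (16 adjusted over the list alone; camera adjusted p = 5.32e-09, and adjusted p = 0.309 with an estimated correlation). DNA replication genes were lower for 10 of 26 and higher for none (14 lower adjusted over the list alone; camera adjusted p = 6.57e-07, and adjusted p = 0.269 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, was at -0.62 (SE 0.09, edgeR adjusted p = 0.00161). Among marker lists of other cells, fibroblasts and tendon, adipocytes and skeletal muscle passed as higher and smooth muscle as lower, as given below. None of 24 macrophage markers was called on day 1 (0 adjusted over the list alone; camera adjusted p = 0.568, and adjusted p = 0.907 with an estimated correlation). The total of 2494 genes was 1253 or 1291 without day 1 WT replicate 1 or 2, and 1613, 1452 or 1549 without day 1 Bcl3-/- replicate 1, 2 or 3. With log2(FPKM + 1) 734 genes were higher and 703 lower, and with log2(FPKM + 0.1) 829 and 665. With log2(FPKM + 1) of genes with an FPKM of at least 1 in at least 3 libraries they were 1056 and 1005.

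**Figure D2:**
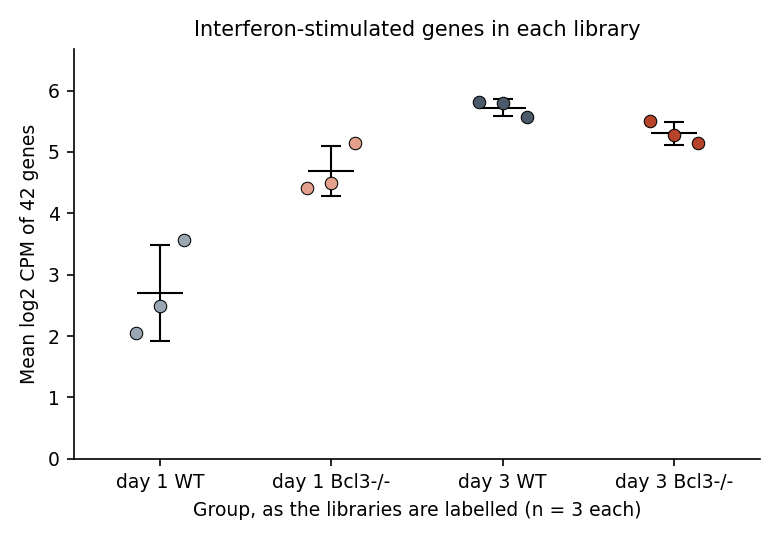
Mean log2 CPM of the 42 measured interferon-stimulated genes (vertical axis) in each of the 12 libraries, by genotype label and day. Points are libraries, and lines with bars are the mean ± SD (n = 3); day 1 WT libraries sit at 2.05, 2.49 and 3.57, and day 1 libraries labelled Bcl3-/- at 4.42, 4.49 and 5.15.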

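On day 3, 780 genes were higher and 913 lower in the libraries labelled Bcl3-/- than in WT, and the lower ones included most genes of cell division. Mitosis genes were lower for 20 of 24 (24 adjusted over the list alone; camera adjusted p = 1.24e-16, and adjusted p = 0.164 with an estimated correlation), with Aurka, a spindle kinase, at a log2 fold change of -0.60 (SE 0.06, edgeR adjusted p = 0.000547). DNA replication genes were lower for 16 of 26 (21 adjusted over the list alone; camera adjusted p = 3.4e-13, and adjusted p = 0.209 with an estimated correlation). Cdc6, which loads the replicative helicase, was at -0.89 (SE 0.09, edgeR adjusted p = 0.000679). Genes of cholesterol synthesis were now lower for 6 of 17 and higher for none (10 lower adjusted over the list alone; camera adjusted p = 1.98e-06, and adjusted p = 0.386 with an estimated correlation). Of the interferon-stimulated genes, none was higher and 2 were lower (1 adjusted over the list alone; camera adjusted p = 0.00181, and adjusted p = 0.713 with an estimated correlation). Their median log2 fold change was -0.38. Complement genes were higher for 7 of 10 (8 adjusted over the list alone; camera adjusted p = 3.15e-07, and adjusted p = 0.269 with an estimated correlation). Macrophage markers were lower for 3 of 24 (5 adjusted over the list alone; camera adjusted p = 1.87e-05, and adjusted p = 0.496 with an estimated correlation). Csf1r, the receptor of macrophage colony-stimulating factor, was at -0.90 (SE 0.17, edgeR adjusted p = 0.00824). Markers of other cell types moved on day 3 as well. Those of smooth muscle were lower for 6 of 12 (8 adjusted over the list alone; camera adjusted p = 0.00016, and adjusted p = 0.164 with an estimated correlation). Higher were markers of skeletal muscle for 3 of 13 (3 adjusted over the list alone; camera adjusted p = 0.000448, and adjusted p = 0.366 with an estimated correlation) and of endothelium for 1 of 9 (4 adjusted over the list alone; camera adjusted p = 0.0166, and adjusted p = 0.242 with an estimated correlation). Those of adipocytes were higher for 3 of 7 and lower for 1 (4 and 1 adjusted over the list alone; camera adjusted p = 0.00572, and adjusted p = 0.269 with an estimated correlation), and those of fibroblasts and tendon higher for 5 of 12 and lower for 1 (7 and 2 adjusted over the list alone; camera adjusted p = 0.00847, and adjusted p = 0.315 with an estimated correlation). Pericyte markers were higher for 4 of 9 and lower for 1 (4 and 1 adjusted over the list alone; camera adjusted p = 0.0218, or 0.067 without day 3 Bcl3-/- replicate 3, and adjusted p = 0.269 with an estimated correlation). Mitochondrially encoded mRNAs, a sign of library quality, were higher for 2 of 13 (2 adjusted over the list alone; camera adjusted p = 0.0043, or 0.0562 and 0.0809 without day 3 Bcl3-/- replicate 1 or 2, and adjusted p = 0.604 with an estimated correlation). Among called genes with at least a moderate level and groups that do not overlap, the largest rise was that of Car3, a carbonic anhydrase, at 5.18 (SE 0.53, edgeR adjusted p = 0.000547) and the largest fall that of the chemokine receptor Cx3cr1 at -3.29 (SE 0.42, edgeR adjusted p = 0.00146). With an absolute log2 fold change over 1, 185 genes were higher and 52 lower on both days, against 10.5 and 1.97 for independent lists; these comparisons have no library in common but come from the same cultures. The total of 1693 genes was 698 or 1107 without day 3 WT replicate 1 or 2, 698 without day 3 Bcl3-/- replicate 2, and 814 when only the 6 libraries of day 3 were fitted. The balance of 780 higher and 913 lower turned to 486 and 328 with only these 6 libraries and to 308 and 195 with an absolute log2 fold change over 1. It also turned without day 1 WT replicate 1 (868 and 829), 2 (812 and 748) or 3 (999 and 880) and without day 1 Bcl3-/- replicate 2 (739 and 716) or 3 (697 and 691). With log2(FPKM + 1) it was 385 and 645, and with log2(FPKM + 0.1) 304 and 674.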

Hierarchical clustering of the significantly (false discovery rate–adjusted *P* < 0.05) up‐regulated and down‐regulated transcripts (Figure 2C and Supplementary Figure 1 and Supplementary Data, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639) confirmed this and revealed that at both time points, *Bcl3* ^*−/−*^ osteoblasts maintained an altered transcriptome relative to WT cells. To understand whether this represented an enhanced progression of *Bcl3* ^*−/−*^ cells through the osteogenic process, further analysis was performed to fully evaluate the altered transcriptional profiles. 

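From day 1 to day 3, genes of cell division fell and genes of the fibrillar matrix rose in both genotypes. All 24 mitosis genes fell in WT (24 adjusted over the list alone; camera adjusted p = 8.67e-19, and adjusted p = 0.164 with an estimated correlation). All 24 also fell in the libraries labelled Bcl3-/- (24 adjusted over the list alone; camera adjusted p = 1.17e-23, and adjusted p = 0.164 with an estimated correlation). Cdc20, an activator of the anaphase-promoting complex, had a log2 fold change of -1.15 (SE 0.06, edgeR adjusted p = 1.16e-06) in WT and one of -1.37 (SE 0.06, edgeR adjusted p = 2.48e-07) in Bcl3-/- libraries. DNA replication genes fell for 23 of 26 in WT (26 adjusted over the list alone; camera adjusted p = 8.77e-14, and adjusted p = 0.204 with an estimated correlation). They fell for 25 of 26 in Bcl3-/- libraries (26 adjusted over the list alone; camera adjusted p = 2.81e-17, and adjusted p = 0.164 with an estimated correlation). Of 31 genes of fibrillar collagens and associated matrix proteins, 24 rose and 1 fell in WT (24 and 1 adjusted over the list alone; camera adjusted p = 1.51e-08, and adjusted p = 0.287 with an estimated correlation). In Bcl3-/- libraries 18 of them rose and 2 fell (22 and 3 adjusted over the list alone; camera adjusted p = 8.1e-06, and adjusted p = 0.366 with an estimated correlation). Ogn, a small leucine-rich proteoglycan of bone matrix, had log2 fold changes of 2.27 (SE 0.21, edgeR adjusted p = 1.39e-05) in WT and 1.93 (SE 0.21, edgeR adjusted p = 4.01e-05) in Bcl3-/- libraries. In all, 3360 genes rose and 2925 fell in WT, and 2644 rose and 2810 fell in Bcl3-/- libraries. These balances depend on the processing. With log2(FPKM + 1), 2047 rose and 3210 fell in WT and 1492 and 3109 in Bcl3-/- libraries, with log2(FPKM + 0.1) 2155 and 3154 in WT and 1417 and 3234 in Bcl3-/- libraries, and with the FPKM filter 2250 and 3461 in WT and 1622 and 3529 in Bcl3-/- libraries. In WT the balance also turned without day 1 WT replicate 1 (2555 and 2584) or 2 (2385 and 2599) and without day 1 Bcl3-/- replicate 1 (3037 and 3040) or 2 (3039 and 3043). The one in Bcl3-/- libraries turned with upper-quartile normalization (2860 and 2630), with at least 1 CPM in at least 6 libraries (2666 and 2470) and with an absolute log2 fold change over 1 (744 and 718). With an absolute log2 fold change over 1, 542 genes rose and 209 fell in both, against 52.3 and 18.7 for independent lists. Across the 16318 genes, which are not independent replicates, the log2 fold changes of the genotypes had a Spearman rho of 0.74 and a Pearson r of 0.68. Their covariance was 0.361, against 0.000168 in simulated groups with no change, since these comparisons share no library.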

Initially, a comparison of the temporal (day 1 vs. day 3) difference (Δ) in fold change of all expressed genes between WT and *Bcl3* ^*−/−*^ cells revealed that transcriptional programs in both genotypes were highly correlated and shared a substantial proportion of significantly different genes (Supplementary Figure 1A and C, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). These data demonstrate that both WT and *Bcl3* ^*−/−*^ cells share a very similar transcriptional program, namely osteogenesis.

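Genes of osteoblast matrix and mineralization went both ways over time. Of 20 measured, 6 rose and 6 fell in WT (6 and 6 adjusted over the list alone; camera adjusted p = 0.832, and adjusted p = 0.907 with an estimated correlation). There were 4 that rose and 5 that fell in the libraries labelled Bcl3-/- (5 and 5 adjusted over the list alone; camera adjusted p = 0.832, and adjusted p = 0.907 with an estimated correlation). Col1a2, a chain of type I collagen, rose in WT with a log2 fold change of 1.08 (SE 0.14, edgeR adjusted p = 8.69e-05), while Enpp1, which makes the mineralization inhibitor pyrophosphate, fell there at -1.13 (SE 0.20, edgeR adjusted p = 0.000974). In Bcl3-/- libraries Bglap, one of the osteocalcin genes, rose at 2.09 (SE 0.37, edgeR adjusted p = 0.00132) and Spp1, osteopontin, fell at -1.25 (SE 0.16, edgeR adjusted p = 0.000139). Transcription factors of the osteoblast lineage rose for 2 of 14 and fell for 5 in WT (2 and 5 adjusted over the list alone; camera adjusted p = 0.318, and adjusted p = 0.507 with an estimated correlation). In Bcl3-/- libraries they rose for 0 and fell for 4 (0 and 4 adjusted over the list alone; camera adjusted p = 0.579, and adjusted p = 0.713 with an estimated correlation). Sp7 (osterix) fell in WT at -2.27 (SE 0.21, edgeR adjusted p = 1.36e-05) and in Bcl3-/- libraries at -0.93 (SE 0.20, edgeR adjusted p = 0.00444). Of 6 osteocyte genes, 1 rose and 1 fell in each genotype (1 and 1 in WT, 2 and 1 in Bcl3-/- adjusted over the list alone), with camera adjusted p of 0.863 in WT (adjusted p = 0.908 with an estimated correlation) and 0.503 in Bcl3-/- libraries (adjusted p = 0.689 with an estimated correlation). Markers of other cells moved over the same days. In Bcl3-/- libraries smooth muscle markers fell for 7 of 12 and rose for 1. Their camera adjusted p was 0.0423, and 0.269 with an estimated correlation. Mitochondrially encoded mRNAs, a sign of library quality, rose there for 5 of 13. Their camera adjusted p was 0.0153, and 0.671 with an estimated correlation. Both calls were lost without single Bcl3-/- libraries, and in WT neither list passed (camera adjusted p = 0.104 and 0.418). Macrophage markers rose for 15 of 24 and fell for none in WT (16 adjusted over the list alone; camera adjusted p = 6.07e-05, and adjusted p = 0.511 with an estimated correlation). The mannose receptor Mrc1 was at 2.18 (SE 0.28, edgeR adjusted p = 0.000114). Of these 24, 11 rose and 3 fell in Bcl3-/- libraries (12 and 6 adjusted over the list alone; camera adjusted p = 0.125, or 0.00869 without day 3 Bcl3-/- replicate 3, and adjusted p = 0.813 with an estimated correlation). Fibroblast and tendon markers rose for 10 of 12 in WT (10 adjusted over the list alone; camera adjusted p = 0.000334, and adjusted p = 0.269 with an estimated correlation). Dpt, a dermatopontin matrix protein, was at 2.85 (SE 0.36, edgeR adjusted p = 0.0001). Of these 12, 7 rose and 1 fell in Bcl3-/- libraries (7 and 1 adjusted over the list alone; camera adjusted p = 0.00223, and adjusted p = 0.283 with an estimated correlation).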

**Figure 2:**
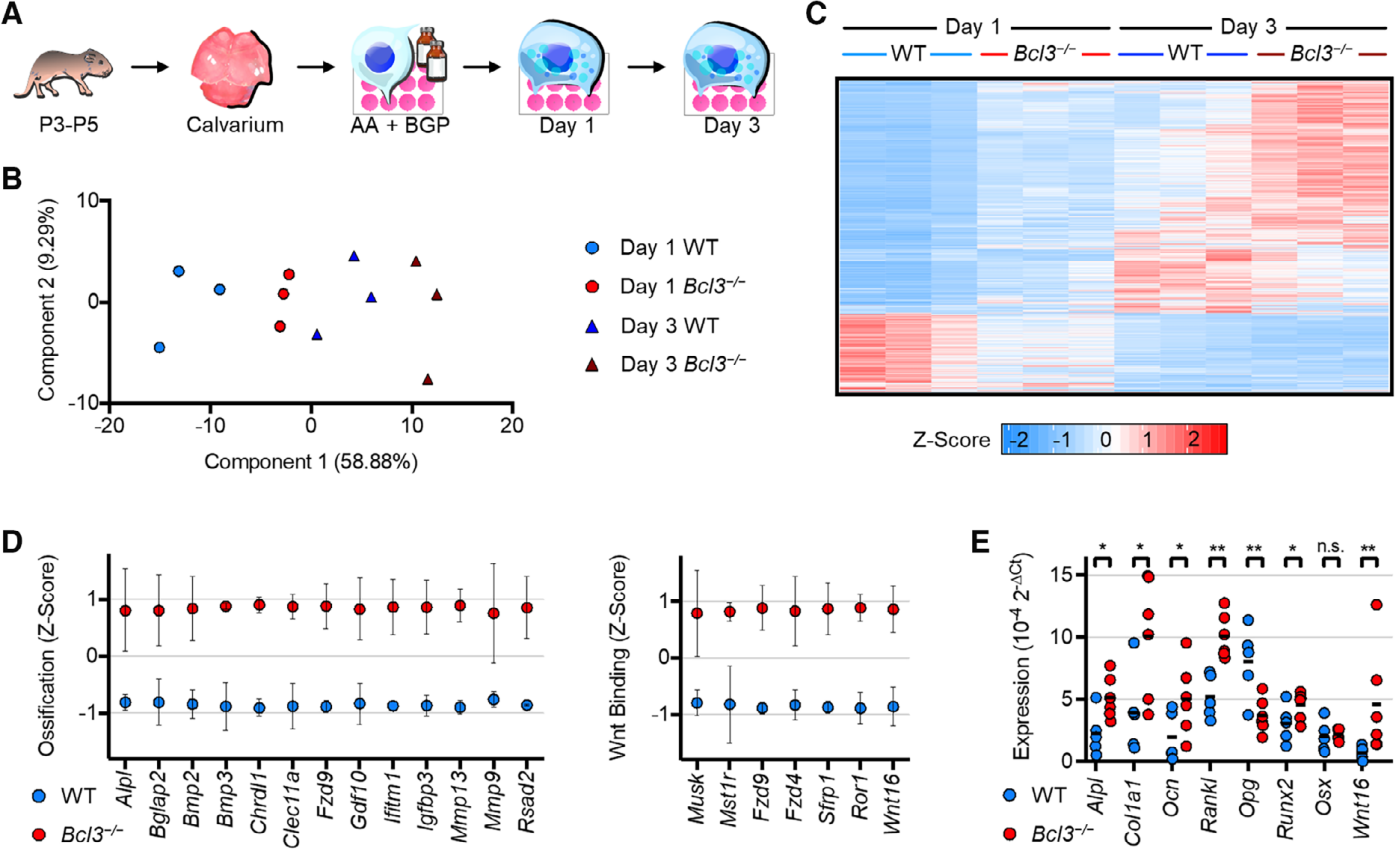
RNA sequencing transcriptomic profiling of wild‐type (WT) and *Bcl3* ^*−/−*^ osteoblasts on day 1 and day 3 following osteogenic induction. **A,** Schematic representation of experimental procedure. Following confluence, neonatal calvarial osteoblasts were treated with 50 μg/ml of L‐ascorbic acid (AA) and 2m*M* β‐glycerophosphate (BGP) to induce osteogenesis. **B,** Principal component analysis of all replicates along principal components 1 and 2. **C,** Heatmap of all replicates illustrating genes significantly different in WT and *Bcl3* ^*−/−*^ cells. Adjusted *P* < 0.05, n = 3. **D,** Mean expression per gene Z scores of ossification and Wnt‐protein binding/Wnt gene sets identified via gene ontology analysis of up‐regulated genes in *Bcl3* ^*−/−*^ cells on day 1. Error bars denote SD. **E,** Expression of select osteoblast genes on day 1 determined via quantitative polymerase chain reaction: alkaline phosphatase tissue‐nonspecific isozyme (*Alpl*), collagen type I a‐1 (*Col1a1*), osteocalcin (*Ocn*), *Rankl*, osteoprotegerin (*Opg*), Runt‐related transcription factor 2 (*Runx2*), osterix (*Osx*), and *Wnt16*. n = 5–6. DESeq2 outputs (**B** and **C**) and Fisher's least significant difference test (**E**) were used. n.s., not significant. * *P* < 0.05; ** *P* < 0.01.

The WT osteogenic program (ΔWT) was better correlated with, and shared a larger proportion of, significant genes between WT and *Bcl3* ^*−/−*^ cells on day 1 (Δ day 1) than on day 3 (Δ day 3; Supplementary Figure 1B, D, and E, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). 

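With all day 1 WT libraries in both comparisons, genes that differed by genotype on day 1 mostly also changed with time in WT. They did so in the same direction. Of the 1473 genes higher in the libraries labelled Bcl3-/- on day 1, 1284 rose over time in WT and 9 fell, against 303.3 and 264 for independent lists. Of the 1021 lower genes, 833 fell over time in WT and 9 rose, against 183 and 210.2 for independent lists. These expectations leave out that both comparisons use the day 1 WT libraries. Dividing the day 1 WT libraries between the comparisons leaves 1 of them alone in the time change. The share of genes called in both without shared libraries was therefore not settled. The correlations below give divided values. Matn4, a matrilin of cartilage and other matrices, was among those with the largest values, at a log2 fold change of 3.09 (SE 0.38, edgeR adjusted p = 0.000808) by genotype on day 1 and of 4.51 (SE 0.40, edgeR adjusted p = 1.2e-05) over time in WT. Lgr6, a receptor of the Wnt-amplifying R-spondins, was lower at -3.12 (SE 0.38, edgeR adjusted p = 0.000779) by genotype on day 1 and fell at -3.80 (SE 0.40, edgeR adjusted p = 3.04e-05) over time in WT. On day 3, 504 of the 780 higher genes rose over time in WT and 37 fell, against 160.6 and 139.8 for independent lists. Of the 913 lower genes 500 fell and 86 rose, against 163.7 and 188. With an absolute log2 fold change over 1, 175 higher genes rose and 10 fell, against 21.7 and 8.02. Of the lower genes 33 fell and 20 rose, against 5.08 and 13.7. At that threshold the overlaps in opposite directions were thus not below those of independent lists. Across genes, which are not independent replicates, the WT time change had a Spearman rho of 0.69 and a Pearson r of 0.74 with the genotype change on day 1, and a rho of 0.34 and an r of 0.30 with that on day 3. Both pairs share WT libraries: simulated groups with no change gave a rho of 0.46 against day 1 and of -0.45 against day 3. The covariance was 0.301 against a simulated 0.0367 for day 1, and 0.125 against a simulated -0.0369 for day 3, so the covariance above the simulated one was 0.264 for day 1 and 0.162 for day 3. With different WT libraries in each change, the rho was 0.57, 0.52 and 0.51 for day 1 and 0.24, 0.46 and 0.48 for day 3 in the 3 possible divisions. The covariance was 0.250, 0.237 and 0.201 for day 1 and 0.0600, 0.167 and 0.224 for day 3. By covariance the order of the days thus reversed in 1 division. These divisions and the simulated groups leave out that the 2 libraries of a WT culture resembled each other, at correlations of 0.42 to 0.54. With different WT cultures in each change, a division chosen after the values were seen, the rho was 0.56, 0.56 and 0.54 for day 1 and 0.28, 0.41 and 0.42 for day 3. The covariance was then 0.223, 0.251 and 0.242 for day 1 and 0.0862, 0.1605 and 0.176 for day 3.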

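The 3360 genes that rose over time in WT had a median z score of -1.22 ± 0.29 (SD, n = 3) in day 1 WT libraries and of -0.26 ± 0.02 (SD, n = 3) in day 1 libraries labelled Bcl3-/-. On day 3 the median was 0.54 ± 0.20 (SD, n = 3) in WT and 0.97 ± 0.08 (SD, n = 3) in Bcl3-/- libraries. On this scale the day 1 Bcl3-/- group stood 54.7% of the way from day 1 WT to day 3 WT. The 2925 genes that fell over time in WT had the opposite order, from 1.17 ± 0.20 (SD, n = 3) in day 1 WT through 0.38 ± 0.04 (SD, n = 3) in day 1 Bcl3-/- and -0.51 ± 0.23 (SD, n = 3) in day 3 WT to -1.06 ± 0.10 (SD, n = 3) in day 3 Bcl3-/- libraries, which put the day 1 Bcl3-/- group at 47.2%. No library of one group overlapped with the next in either set (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). The positions of both WT groups are set by the choice of genes, since the genes were picked from the same WT libraries.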

Collation of all genes up‐regulated or down‐regulated between WT and *Bcl3* ^*−/−*^ cells into a relative metagene reinforced the progressive osteogenic phenomenon and also highlighted the day 1 up‐regulated metagene in *Bcl3* ^*−/−*^ cells (Supplementary Figure 1F, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Comparison of the day 1 differentially up‐regulated genes in *Bcl3* ^*−/−*^ osteoblasts with the ΔWT signature differential genes on day 1 and day 3 revealed that *Bcl3* ^*−/−*^ day 1 cells were more similar to day 3 WT cells (228 overlapping transcripts) than to day 1 WT cells (one overlapping transcript; Supplementary Figure 1G, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). 

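With an absolute log2 fold change over 1, 557 genes were higher in the libraries labelled Bcl3-/- on day 1. Of these, 460 were also higher on day 3 than on day 1 in WT, and 2 were lower. Independent lists would share 39.2 and 14.5 genes. Both comparisons use the day 1 WT libraries, which this expectation leaves out. With 1 of these libraries in the time change and the other 2 in the genotype change, the overlap was 308, 294 and 336 genes, against 25.2, 25.0 and 25.1 for independent lists, and 1, 2 and 2 in the other direction. With different WT cultures in each it was 252, 247 and 368, against 15.8, 16.8 and 25.9, and 2, 1 and 0 in the other direction. These divisions were chosen after the values were seen, and a lone library is assumed to vary like the other groups. The pair of genes in the other direction was Alpl and Rtn4rl2, of which Rtn4rl2 was picked out after its values were seen. Alpl, the tissue-nonspecific alkaline phosphatase that frees phosphate for mineralization, fell over time in WT with a log2 fold change of -1.45 (SE 0.22, edgeR adjusted p = 0.000303) and in Bcl3-/- libraries at -0.90 (SE 0.21, edgeR adjusted p = 0.00659). Its level was 45.0 ± 4.87 CPM (SD, n = 3) in day 1 WT, 105.1 ± 26.1 CPM (SD, n = 3) in day 1 Bcl3-/-, 16.5 ± 5.07 CPM (SD, n = 3) in day 3 WT and 56.3 ± 1.21 CPM (SD, n = 3) in day 3 Bcl3-/- libraries. Rtn4rl2, which encodes a Nogo receptor homolog, was higher by genotype on day 1 at 1.42 (SE 0.31, edgeR adjusted p = 0.0101) and fell over time in WT at -1.16 (SE 0.35, edgeR adjusted p = 0.0194). Among the 165 genes lower on day 1, 106 were also lower on day 3 than on day 1 in WT and 1 was higher, against 4.30 and 11.6 for independent lists. Without day 1 WT replicate 2 the 460 shared genes were 281, and the 2 genes in the other direction were 1 without day 1 WT replicate 2 or 3 or day 3 WT replicate 2 or 3.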

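The study names 16 genes as higher both in Bcl3-/- cells on day 1 and in WT cells on day 3, and chose them on these samples, so their count is not independent evidence of a direction. On day 1, 15 of the 16 were higher in the libraries labelled Bcl3-/- (16 adjusted over the list alone; camera adjusted p = 1.24e-16, and adjusted p = 0.229 with an estimated correlation). All 16 rose over time in WT (16 adjusted over the list alone; camera adjusted p = 1.83e-10, and adjusted p = 0.269 with an estimated correlation). In Bcl3-/- libraries 13 rose and none fell (14 adjusted over the list alone; camera adjusted p = 2.04e-06, and adjusted p = 0.311 with an estimated correlation). Sfrp1, a secreted Wnt antagonist, had a log2 fold change by genotype of 2.96 (SE 0.28, edgeR adjusted p = 0.000272), and Tmem178, a membrane protein of the endoplasmic reticulum, one of 3.52 (SE 0.34, edgeR adjusted p = 0.000272). Col14a1, a fibril-associated collagen, was higher at 2.73 (SE 0.33, edgeR adjusted p = 0.000751), and Steap4, a metalloreductase, at 3.13 (SE 0.32, edgeR adjusted p = 0.000298). Apoe, the lipid carrier apolipoprotein E, was higher at 2.29 (SE 0.22, edgeR adjusted p = 0.000272), and it lies on chromosome 7 from 19696109 to 19699188, near the targeted gene Bcl3. Mmp9, a gelatinase made by osteoclasts and macrophages, was the gene not called by genotype on day 1, at 1.55 (SE 0.50, edgeR adjusted p = 0.0543). It was called without day 1 Bcl3-/- replicate 1 and without any 1 of the 3 day 3 WT libraries. On day 3, 9 of the 16 were higher by genotype and none was lower (12 adjusted over the list alone; camera adjusted p = 1.02e-07, and adjusted p = 0.287 with an estimated correlation).

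**Figure D3:**
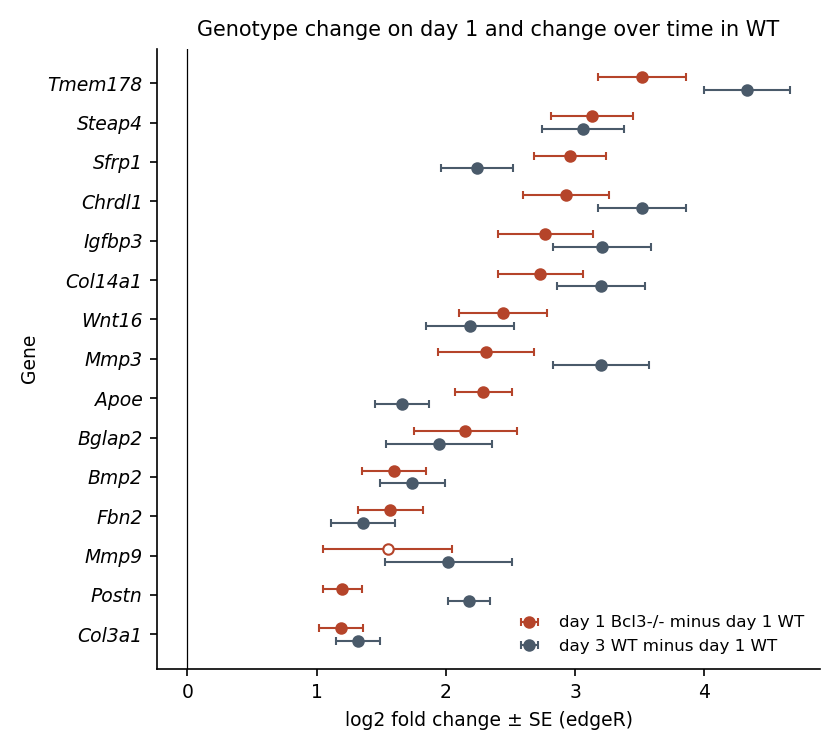
Log2 fold changes (horizontal axis) with their SE of 15 of the 16 named genes, by genotype on day 1 (red, libraries labelled Bcl3-/- minus WT) and over time in WT (dark, day 3 minus day 1). Open circles have an edgeR adjusted p not under 0.05, which holds for Mmp9 on day 1.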

Notably, some of the genes consistently up‐regulated in *Bcl3* ^*−/−*^ cells versus WT cells on day 1 and WT cells on day 3 were *Apoe*, *Col3a1*, *Col14a1*, *Chrdl1*, *Bglap2*, *Bmp2*, *Fbn2*, *Mmp3*, *Mmp9*, *Postn*, *Sfrp1*, *Stat1*, *Tmem178*, *Steap4*, *Wnt16*, and *Igfbp3* (Supplementary Data, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Taken together, this suggests that all cells are engaging in an osteogenic program, and already by day 1, *Bcl3* ^*−/−*^ cells are progressing through the process at an accelerated rate.

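Whether the genotypes changed differently over time was tested as the interaction of time and genotype, which called 28 genes with a higher and 155 with a lower log2 fold change over time in the libraries labelled Bcl3-/- than in WT. A lower value can be a smaller rise or a larger fall. Interferon-stimulated genes were one group among the lower ones: their change over time was lower for 26 of 42 and higher for none (42 lower adjusted over the list alone; camera adjusted p = 1.63e-39, and adjusted p = 0.234 with an estimated correlation). In WT all 42 of them rose (42 adjusted over the list alone; camera adjusted p = 4.93e-22, and adjusted p = 0.269 with an estimated correlation). In Bcl3-/- libraries 6 rose (0 adjusted over the list alone; camera adjusted p = 0.000448, and adjusted p = 0.675 with an estimated correlation). Genes of cholesterol synthesis had a lower time change for 11 of 17 (17 adjusted over the list alone; camera adjusted p = 7.08e-22, and adjusted p = 0.229 with an estimated correlation). All 17 had risen in WT (17 adjusted over the list alone; camera adjusted p = 2.87e-08, and adjusted p = 0.315 with an estimated correlation). Mmp13, a collagenase of hypertrophic cartilage and bone, rose in WT with a log2 fold change of 3.09 (SE 0.18, edgeR adjusted p = 1.99e-06) and in Bcl3-/- libraries at 0.70 (SE 0.17, edgeR adjusted p = 0.00748, a call lost when FPKM values are tested), a difference of -2.39 (SE 0.24, edgeR adjusted p = 0.00527). For osteoblast matrix genes the interaction called none higher and 1 lower of 20 (1 and 1 adjusted over the list alone; camera adjusted p = 0.984, and adjusted p = 0.995 with an estimated correlation). The interaction total of 183 genes was 292 with each culture as a block, as the labels pair the days by culture. Without single libraries it was 6, 2 and 475 (day 1 WT replicates 1, 2 and 3), 51, 2 and 1 (day 1 Bcl3-/-), 19, 5 and 83 (day 3 WT) and 353, 1 and 32 (day 3 Bcl3-/-). From the shared program of both genotypes and the likeness of day 1 Bcl3-/- cells to day 3 WT cells, the paper proposes that the knockout cells run through osteogenesis faster from the first day.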

To further confirm the nature of the transcriptional program, GO analyses for broad biological process and specific molecular function were performed for the genes up‐regulated in *Bcl3* ^*−/−*^ cells on day 1 (Supplementary Figure 1H and I, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). 

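Fibrillar collagens and associated matrix proteins were higher in the libraries labelled Bcl3-/- on day 1 for 18 of 31 genes and lower for none (23 adjusted over the list alone; camera adjusted p = 3.33e-11, and adjusted p = 0.269 with an estimated correlation). Postn, a matrix protein of periosteum, had a log2 fold change of 1.20 (SE 0.15, edgeR adjusted p = 0.000908), and Col11a1, a chain of the fibril-nucleating type XI collagen, one of 0.71 (SE 0.08, edgeR adjusted p = 0.000591). On day 3 the same list had 6 higher and none lower (9 adjusted over the list alone; camera adjusted p = 0.000122, and adjusted p = 0.442 with an estimated correlation). Matrix proteases and their inhibitors were higher for 9 of 17 on day 1 and lower for 2 (11 and 3 adjusted over the list alone; camera adjusted p = 0.000448, and adjusted p = 0.269 with an estimated correlation). The proteases included Adamts5, an aggrecanase, at 0.71 (SE 0.12, edgeR adjusted p = 0.00243), and the lower pair were the inhibitors Timp3 at -0.86 (SE 0.17, edgeR adjusted p = 0.00578) and Timp2 at -0.47 (SE 0.10, edgeR adjusted p = 0.00817). Enzymes of collagen modification were higher for 3 of 18 and lower for 4 (5 and 4 adjusted over the list alone; camera adjusted p = 0.751, and adjusted p = 0.875 with an estimated correlation). Osteoblast matrix and mineralization genes were higher for 6 of 20 and lower for 4 (9 and 4 adjusted over the list alone; camera adjusted p = 0.349, and adjusted p = 0.689 with an estimated correlation). The 4 lower genes act in phosphate or pyrophosphate handling, among them Enpp1 at -1.50 (SE 0.21, edgeR adjusted p = 0.00126), the pyrophosphate transporter Ank at -1.06 (SE 0.12, edgeR adjusted p = 0.000382) and the phosphate transporter Slc20a1 at -1.57 (SE 0.25, edgeR adjusted p = 0.00231). Transcription factors of the lineage were higher for 1 of 14 and lower for 5 (2 and 5 adjusted over the list alone; camera adjusted p = 0.173, and adjusted p = 0.361 with an estimated correlation). Zfp521, a repressor of osteoblast differentiation, was higher at 0.92 (SE 0.19, edgeR adjusted p = 0.00793). Of 6 osteocyte genes 1 was lower, the hyaluronan receptor Cd44 (1 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.996, and adjusted p = 0.997 with an estimated correlation). Markers of other cell types also moved on day 1, so the make-up of the cultures is not excluded as a source of the higher collagens. Those of fibroblasts and tendon were higher for 8 of 12 and lower for 1 (8 and 2 adjusted over the list alone; camera adjusted p = 0.000929, and adjusted p = 0.269 with an estimated correlation), and those of adipocytes higher for 3 of 7 (3 adjusted over the list alone; camera adjusted p = 0.00442, and adjusted p = 0.269 with an estimated correlation). Skeletal muscle markers were higher for 6 of 13 (9 adjusted over the list alone; camera adjusted p = 4.91e-05, and adjusted p = 0.314 with an estimated correlation), and smooth muscle markers lower for 6 of 12 (7 adjusted over the list alone; camera adjusted p = 0.000519, and adjusted p = 0.164 with an estimated correlation).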

Notably, genes involved in extracellular matrix organization and ossification were among the most enriched processes (Supplementary Figure 1H, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). 

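Secreted Wnt antagonists were higher in the libraries labelled Bcl3-/- on day 1 for 4 of 9 genes and lower for 1 (4 and 1 adjusted over the list alone; camera adjusted p = 0.0186, and adjusted p = 0.315 with an estimated correlation). Among them Sfrp2 had a log2 fold change of 2.90 (SE 0.59, edgeR adjusted p = 0.00683) and Sfrp4 one of 0.78 (SE 0.15, edgeR adjusted p = 0.00481). The call of this list is lost without day 1 WT replicate 1 (camera adjusted p = 0.062). Wnt receptors and co-receptors went both ways, with 6 of 18 higher and 2 lower (7 and 3 adjusted over the list alone; camera adjusted p = 0.232, and adjusted p = 0.723 with an estimated correlation). Lgr5, a receptor of R-spondins, was higher at 2.96 (SE 0.44, edgeR adjusted p = 0.00157), whereas its paralog Lgr6 was lower. Of 10 Wnt ligands, Wnt16 was higher and Wnt2 was lower at -1.57 (SE 0.24, edgeR adjusted p = 0.00183), and 8 were not called (1 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.718, and adjusted p = 0.779 with an estimated correlation). Transcriptional targets of canonical Wnt signaling were higher for 1 of 11 and lower for 4 (1 and 5 adjusted over the list alone; camera adjusted p = 0.0939, and adjusted p = 0.287 with an estimated correlation). The transcription factor Tcf7 was at -1.06 (SE 0.23, edgeR adjusted p = 0.0101). The same targets fell over time in WT for 7 and rose for 1 (7 and 1 adjusted over the list alone; camera adjusted p = 0.00223, and adjusted p = 0.204 with an estimated correlation). BMP ligands, antagonists and targets also went both ways on day 1, with 8 of 25 higher and 5 lower (8 and 10 adjusted over the list alone; camera adjusted p = 0.904, and adjusted p = 0.929 with an estimated correlation). The BMP antagonist Chrd was higher at 0.86 (SE 0.13, edgeR adjusted p = 0.00189), and the antagonist Nog was lower at -1.67 (SE 0.27, edgeR adjusted p = 0.00206).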

Molecular function analysis revealed an enrichment of genes that participate in extracellular matrix interaction and modification, with gene products involved in Wnt‐protein binding being the most enriched set (Supplementary Figure 1I, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Classification of genes into the ossification gene set (most relevant to osteoblast function) and the most enriched Wnt‐protein binding gene set clearly illustrated the enhanced level of expression in *Bcl3* ^*−/−*^ cells (Figure 2D). 

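The 13 ossification genes and 7 Wnt-protein binding genes of Figure 2D were picked by the study from genes higher in these Bcl3-/- samples, so their direction on day 1 is not independent evidence. Of the ossification genes, 12 of 13 were higher in the libraries labelled Bcl3-/- on day 1 (13 adjusted over the list alone; camera adjusted p = 7.92e-12, and adjusted p = 0.164 with an estimated correlation). Among them Gdf10, a BMP-like growth factor, had a log2 fold change of 1.72 (SE 0.37, edgeR adjusted p = 0.00884) and Clec11a, an osteogenic factor of bone marrow, one of 1.54 (SE 0.29, edgeR adjusted p = 0.00466). On day 3, 5 of the 13 were higher and none was lower (9 and 1 adjusted over the list alone; camera adjusted p = 7.15e-05, and adjusted p = 0.269 with an estimated correlation). Over time in WT 12 of the 13 rose and 1 fell, namely Alpl (12 and 1 adjusted over the list alone; camera adjusted p = 4.1e-06, and adjusted p = 0.269 with an estimated correlation). In Bcl3-/- libraries 10 rose and Alpl fell (10 and 1 adjusted over the list alone; camera adjusted p = 0.000884, and adjusted p = 0.287 with an estimated correlation). All 7 Wnt-protein binding genes were higher on day 1 (7 adjusted over the list alone; camera adjusted p = 6.56e-08, and adjusted p = 0.209 with an estimated correlation). All 7 were also higher on day 3 (7 adjusted over the list alone; camera adjusted p = 6.9e-07, and adjusted p = 0.229 with an estimated correlation). The Wnt receptor Fzd9 had a log2 fold change of 1.46 (SE 0.19, edgeR adjusted p = 0.000946) on day 1, and the co-receptor Ror1 one of 1.18 (SE 0.21, edgeR adjusted p = 0.00322). Over time in WT 6 of the 7 rose (6 adjusted over the list alone; camera adjusted p = 0.000543, and adjusted p = 0.269 with an estimated correlation). So did 6 in Bcl3-/- libraries (6 adjusted over the list alone; camera adjusted p = 0.00265, and adjusted p = 0.304 with an estimated correlation). Mmp13 and Fzd9 each belong to further lists, Mmp13 to the matrix proteases and Fzd9 to both lists of this figure.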

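With an absolute log2 fold change over 1, 509 genes were lower on day 3 than on day 1 in the libraries labelled Bcl3-/- and were not called lower at that threshold in WT, while 209 were lower in both genotypes and 216 in WT alone. Most of the 509 also went down in WT, by less: 439 had a negative log2 fold change there, 175 of them were called lower without a fold threshold, and the median was -0.66 in WT against -1.45 in Bcl3-/- libraries. The test of the difference itself, the interaction of time and genotype, called 8 of the 509 (157 adjusted over the list alone), a list picked on the same libraries. Of these 8, Fos had a difference of -1.20, Spp1 of -1.27 and Scd1 of -1.73, with edgeR adjusted p of 0.0281, 0.0309 and 0.0206; without single libraries these calls were lost in 8, 9 and 5 of the 12 fits. On day 1, 8 of the 509 were higher and 24 lower in Bcl3-/- libraries than in WT, and on day 3 none was higher and 184 were lower. Among them were 14 of the 24 mitosis genes, such as Mki67, Ccna2, Ccnb1 and Kif23 (adjusted p = 4.69e-14, Fisher's exact test over the lists tested), against 0.749 for a random draw. That test treats genes as independent, and all 24 were also lower over time in WT, where their median of -0.94 lies close to the threshold. The interaction called none of the 24 (14 lower adjusted over the list alone; camera adjusted p = 3.18e-10, and adjusted p = 0.229 with an estimated correlation). DNA replication genes contributed 5 of 26 (adjusted p = 0.0145 from the same exact test), and immediate early genes 4 of 16, including Fos and Ier2 (adjusted p = 0.0145 from the same exact test).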

Functional clustering of the 281 genes exclusively up‐regulated in *Bcl3* ^*−/−*^ cells on day 1 compared to WT cells revealed two gene subsets (Supplementary Figure 1J, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). GO biological process/molecular function analyses identified one cluster surrounding the TNF and interleukin‐6 nodes with immune response/cytokine‐binding ontologies and another tight cluster with cell cycle/ATP‐binding ontologies. 

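Inflammatory genes induced through NF-κB contributed 8 of their 25 measured members to the 509 genes called lower on day 3, at an absolute log2 fold change over 1, in the libraries labelled Bcl3-/- and not in WT (adjusted p = 1.32e-05, Fisher's exact test over the lists tested). They were Tnf, Il6, Il1a, Il1b, Ccl7, Cxcl2, Tnfaip3 and Traf1. Of the 509, 439 had a negative log2 fold change in WT too. Over time in Bcl3-/- libraries, 13 of the 25 fell and 2 rose (13 and 2 adjusted over the list alone; camera adjusted p = 0.000665, and adjusted p = 0.293 with an estimated correlation). In WT 6 fell and 5 rose (6 and 5 adjusted over the list alone; camera adjusted p = 0.409, and adjusted p = 0.794 with an estimated correlation). Tnf, the cytokine tumor necrosis factor, had a log2 fold change of -2.09 (SE 0.51, edgeR adjusted p = 0.00837) in Bcl3-/- libraries and of 0.05 (SE 0.46, edgeR adjusted p = 0.949) in WT, and the difference of -2.14 (SE 0.69, edgeR adjusted p = 0.202) did not pass the test. Il6, which encodes interleukin-6, fell at -1.92 (SE 0.36, edgeR adjusted p = 0.00174) in Bcl3-/- libraries, with -0.40 (SE 0.34, edgeR adjusted p = 0.386) in WT and a difference of -1.52 (SE 0.49, edgeR adjusted p = 0.203). Both differences passed with no count filter, and that of Tnf without day 3 Bcl3-/- replicate 1. The neutrophil chemoattractants Cxcl1 and Cxcl5 fell in Bcl3-/- libraries at -2.41 (SE 0.19, edgeR adjusted p = 5.21e-06) and -1.88 (SE 0.21, edgeR adjusted p = 5.26e-05). Both fell in WT too, at -2.00 (SE 0.19, edgeR adjusted p = 1.61e-05) and -1.25 (SE 0.20, edgeR adjusted p = 0.000484), and neither difference passed, -0.42 (SE 0.27, edgeR adjusted p = 0.61) and -0.62 (SE 0.29, edgeR adjusted p = 0.417). As a list, the inflammatory genes had a lower time change in Bcl3-/- than in WT libraries (none called singly, 1 adjusted over the list alone; camera adjusted p = 7.26e-05, and adjusted p = 0.269 with an estimated correlation). Macrophages make Tnf, Il1a and Il1b. Their markers also had a lower time change in Bcl3-/- libraries, by a median of -0.58 against -0.42 for the inflammatory genes (1 of 24 called, 1 adjusted over the list alone; camera adjusted p = 3e-04, and adjusted p = 0.569 with an estimated correlation). Without day 3 Bcl3-/- replicate 3 the camera adjusted p of the macrophage markers was 0.0536. By genotype on day 3 their median was -0.66. On day 1 itself, 5 of the 25 inflammatory genes were higher and 2 lower by genotype (6 and 3 adjusted over the list alone; camera adjusted p = 0.173, and adjusted p = 0.673 with an estimated correlation). Markers of B and T lymphocytes fell in the same libraries: 5 of 8 were lower on day 3 than on day 1 in Bcl3-/- libraries and 1 was higher (5 and 1 adjusted over the list alone; camera adjusted p = 0.059, and adjusted p = 0.378 with an estimated correlation). The B cell marker Ms4a1 was at -1.72 (SE 0.39, edgeR adjusted p = 0.00514). The list passed as lower without day 1 Bcl3-/- replicate 1 (camera adjusted p = 0.0121) or day 3 Bcl3-/- replicate 1 (camera adjusted p = 0.0219). In WT 3 of these 8 fell (3 adjusted over the list alone; camera adjusted p = 0.349, and adjusted p = 0.673 with an estimated correlation). For mitosis genes the time change was lower in Bcl3-/- libraries as a list (none called singly, 14 adjusted over the list alone; camera adjusted p = 3.18e-10, and adjusted p = 0.229 with an estimated correlation). By genotype on day 1, 4 of the 24 mitosis genes were lower and 0 were higher (6 lower adjusted over the list alone). The list passed as lower there (camera adjusted p = 0.000524, and adjusted p = 0.315 with an estimated correlation).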

A transcription factor binding site analysis revealed upstream enrichment of known NF‐κB p65 sites and enrichment sites most similar to p50 and p52 binding motifs specific to the immune response gene cluster.

To validate the RNA sequencing findings, quantitative PCR was undertaken to evaluate osteoblast‐specific matrix encoding genes, including *Alpl*, *Col1a1*, and *Ocn*. Notably, these transcripts were significantly increased on day 1 in *Bcl3* ^*−/−*^ osteoblasts compared to WT controls (Figure 2E). Moreover, transcript levels of *Rankl* were higher and levels of *Opg* were lower in *Bcl3* ^*−/−*^ osteoblasts compared to WT controls (Figure 2E), suggesting an altered osteoblast activity that could increase early cross‐talk between osteoblasts and osteoclasts. The early‐stage Wnt‐driven prototypical osteoblast transcription factor, *Runx2*, also had elevated transcripts in *Bcl3* ^*−/−*^ osteoblasts compared to WT controls, whereas the later‐stage Wnt‐inhibiting transcription factor, osterix, had unchanged transcript levels (Figure 2E). Finally, expression of the ligand Wnt16 was confirmed to be elevated. Together, these data indicate that *Bcl3* ^*−/−*^ osteoblasts undergo an accelerated early osteogenesis program.

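In the sequenced libraries, the 8 genes of Figure 2E moved as follows on day 1, with 3 higher and 2 lower in the libraries labelled Bcl3-/- and 3 not called (4 and 2 adjusted over the list alone; camera adjusted p = 0.346, and adjusted p = 0.498 with an estimated correlation). The study chose these genes, so the list is not independent evidence. Osteocalcin enters this list as Bglap, which was not called. Alpl had a log2 fold change of 1.22 (SE 0.21, edgeR adjusted p = 0.0032) and Col1a1, the main chain of type I collagen, one of 0.47 (SE 0.11, edgeR adjusted p = 0.016). The call of Col1a1 is lost without day 1 WT replicate 2, day 1 Bcl3-/- replicate 2 or day 1 Bcl3-/- replicate 3, and its deposited FPKM values are listed at 0 in 10 of the 12 libraries. Osteocalcin is encoded by near-identical genes that can share reads: Bglap was at 1.25 (SE 0.44, edgeR adjusted p = 0.0807) and Bglap2 at 2.15 (SE 0.40, edgeR adjusted p = 0.00466). Bglap was called on day 1 by DESeq2 and without day 1 WT replicate 3. On day 3 Bglap was higher at 2.33 (SE 0.38, edgeR adjusted p = 0.00375), a call lost with log2(FPKM + 0.1). Tnfrsf11b, which encodes the RANKL decoy receptor osteoprotegerin, was lower on day 1 at -1.35 (SE 0.27, edgeR adjusted p = 0.00687), whereas Tnfsf11, which encodes RANKL, was at -0.07 (SE 0.22, edgeR adjusted p = 0.868). Runx2 was at 0.07 (SE 0.10, edgeR adjusted p = 0.739) on day 1, and Sp7 was lower at -0.92 (SE 0.20, edgeR adjusted p = 0.00918), a call that is lost with log2(FPKM + 0.1). Among 10 osteoblast-derived regulators of osteoclasts, 2 were higher and 3 lower on day 1 (3 and 3 adjusted over the list alone; camera adjusted p = 0.839, and adjusted p = 0.907 with an estimated correlation). The chemokine Cxcl12 was at 1.46 (SE 0.15, edgeR adjusted p = 0.000291).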

### BCL3 controls osteoblast differentiation

To investigate the functional consequences of the accelerated osteogenesis transcriptional program identified in *Bcl3* ^*−/−*^ preosteoblasts, in vitro differentiation assays were undertaken and cultures were characterized for mature osteoblast‐associated features. This included alkaline phosphatase (ALP), the prototypical osteoblast ectoenzyme that makes PO_4_ available for mineralization, which was markedly elevated in *Bcl3* ^*−/−*^ cultures compared to WT cultures on day 1 (Figure 3A) (25). Moreover, production of collagen (for extracellular secretion and incorporation into bone; Figure 3B) and calcium mineralization (microscopic bone nodules; Figure 3C) were also substantially increased in *Bcl3* ^*−/−*^ cultures compared to WT controls. Full characterization of calcified bone nodule formation to the point of osteoblast maturity (day 21) revealed a significantly increased cumulation of mineralized bone in *Bcl3* ^*−/−*^ cultures compared to WT controls (Figure 3D). Combined with our transcriptome analysis, these data demonstrate that lack of BCL3 enhances osteoblast differentiation and increases function.

**Figure 3:**
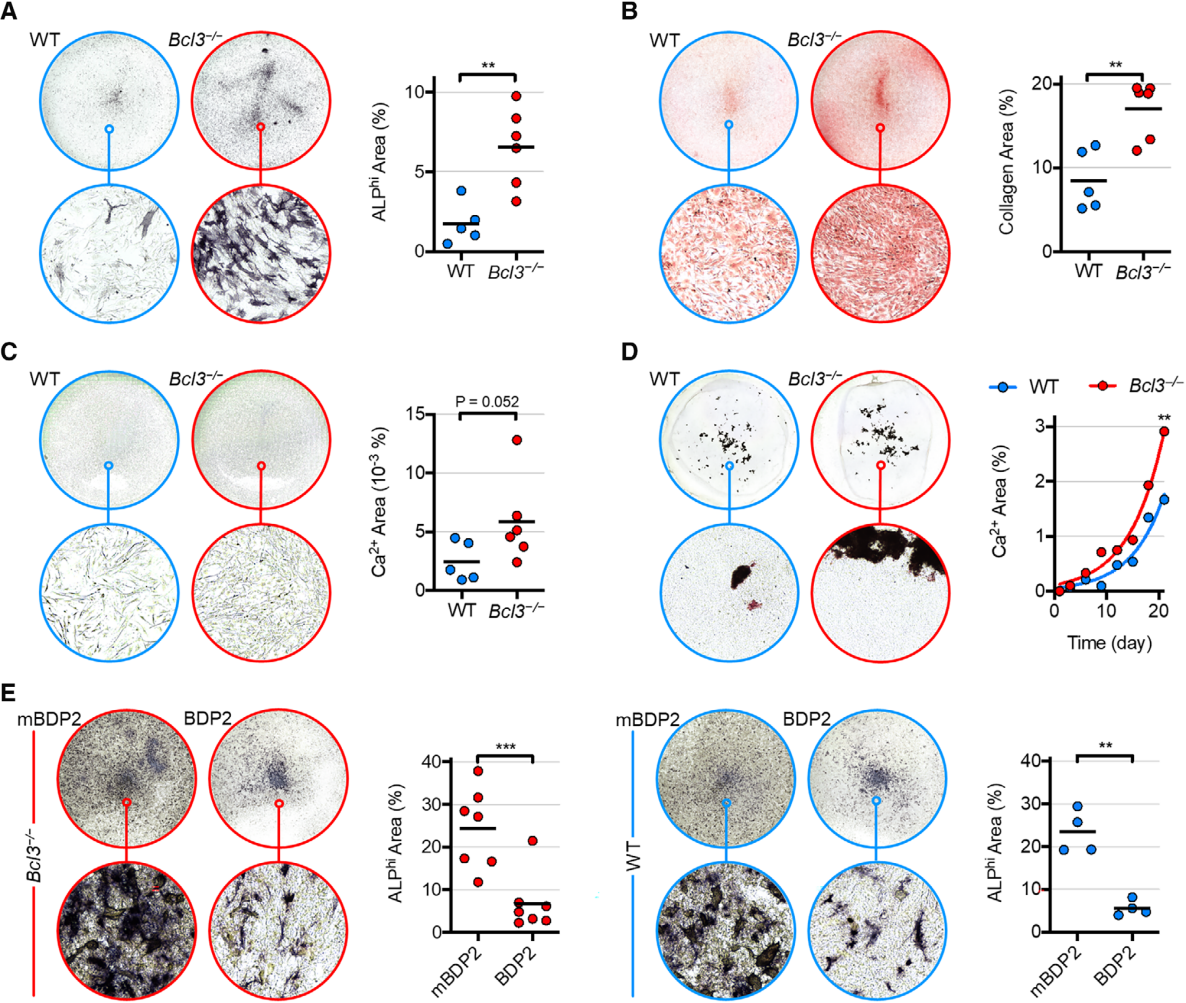
Characterization of wild‐type (WT) and *Bcl3* ^*−/−*^ osteoblast function following osteogenic induction and rescue/overexpression via BCL3 mimetic peptide. Osteogenesis was induced with 50 μg/ml of L‐ascorbic acid and 2 m*M* β‐glycerophosphate. **A**–**C,** Osteoblast production of alkaline phosphatase (ALP) (**A**), collagen (**B**), and calcium mineral micronodules (**C**) on day 1. Complete‐well representative images are of group medians (top; diameter = 22 mm) and the indicated magnified region (bottom; diameter = 182 μm), accompanied by pixel quantification. **C**, Enhanced sharpness and contrast in representative images. n = 5 (WT) and 6 (*Bcl3* ^*−/−*^). **D,** Calcium mineral nodule production until day 21, with mean values superimposed per 3‐day interval. The curve fitted to the exponential equation using least squares fit and means is shown. n = 40. **E,** ALP expression in WT and *Bcl3* ^*−/−*^ neonate calvarial osteoblasts under osteogenic differentiation until day 3 and treated with 30 *μM* control peptide (mutated BDP2) or BCL3 mimetic peptide (BDP2). Complete‐well representative images are of group medians (top; diameter = 15.6 mm) and the indicated magnified region (bottom; diameter = 182 μm), accompanied by pixel area quantification. n = 4–7. The Mann‐Whitney test (**A**–**C**), extra sum‐of‐squares F test (**D**), and paired *t*‐test (**E**) were used. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001.

We next investigated whether accelerated osteoblast differentiation and increased osteogenic function in cells deficient in BCL3 could be reversed by treating *Bcl3* ^*−/−*^ cells with a BCL3 mimetic peptide (BDP2) (26). Analysis of cultures on day 3 showed a significant decrease in ALP expression in the BDP2‐treated *Bcl3* ^*−/−*^ cultures compared to cells treated with an inactive control peptide (Figure 3E). Notably, similar results were obtained for BDP2‐treated WT cells (Figure 3E). Thus, a mimetic BCL3 peptide substantially restricts osteogenic differentiation, placing BCL3 as a strong regulator of osteogenesis.

### Osteoclastogenesis and resorption are controlled by BCL3

To assess whether the increase in skeletal bone density observed in neonatal *Bcl3* ^*−/−*^ mice was due exclusively to increased osteoblast activity or whether perturbation of intrinsic osteoclast activity might be involved, osteoclastogenesis was assessed. Adult mouse bone marrow myeloid cells were differentiated in vitro using M‐CSF and RANKL (Figure 4A). Evaluation of 6‐day differentiated cultures demonstrated that loss of BCL3 resulted in a significant increase in the number and size of mature osteoclasts compared to WT controls (Figure 4B). This also corresponded with an increase in resorptive activity (Figure 4C) in *Bcl3* ^*−/−*^ osteoclasts relative to WT cells. Notably, the increased resorptive activity of *Bcl3* ^*−/−*^ osteoclasts was suppressed by treatment with BDP2 peptide (Figure 4D).

**Figure 4:**
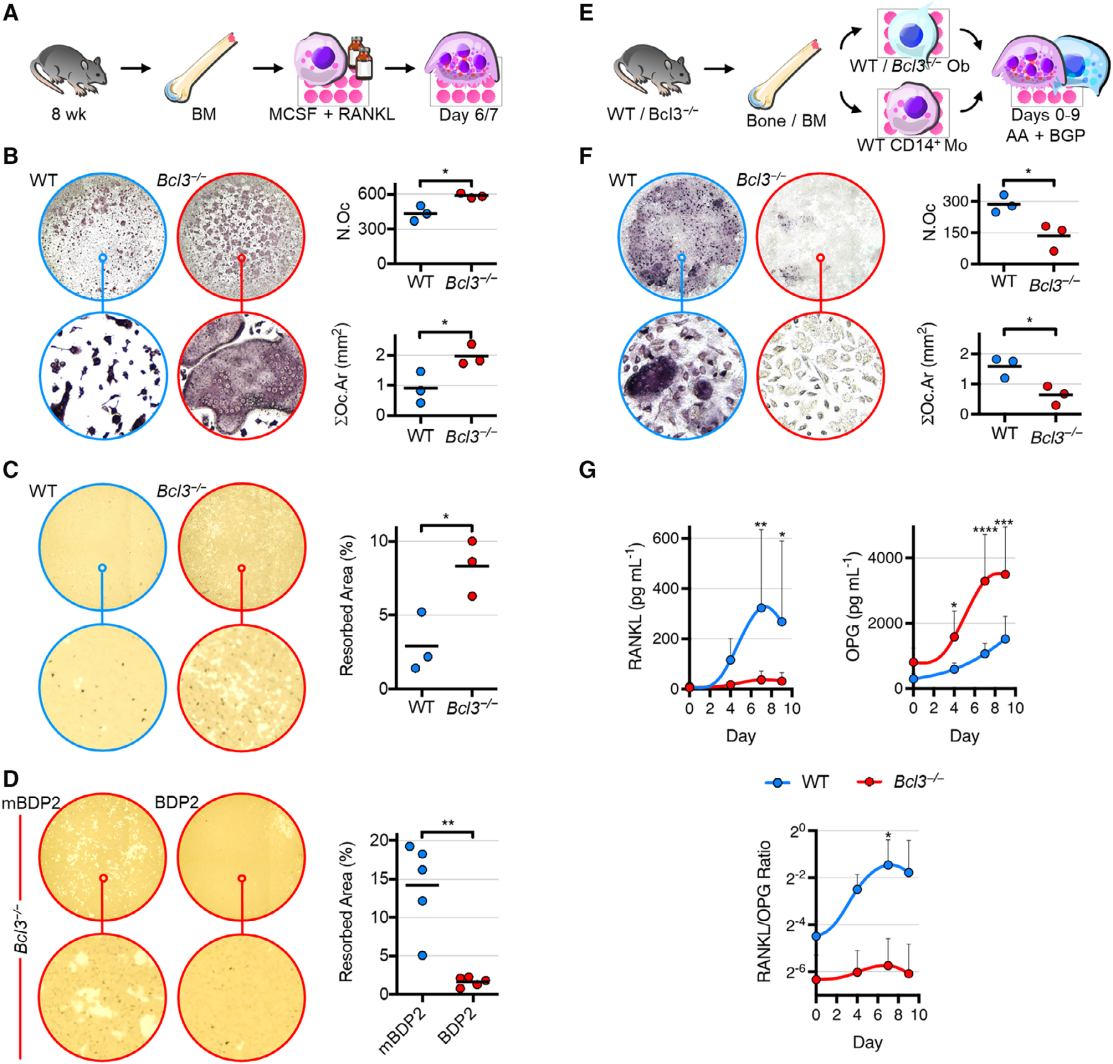
Characterization of osteoclastogenic differentiation and function of wild‐type (WT) and *Bcl3* ^*−/−*^ cells. **A,** Bone marrow (BM)–derived nonadherent cells were stimulated with 30 ng/ml of macrophage colony‐stimulating factor (M‐CSF) overnight and supplemented with 50 ng/ml of M‐CSF and RANKL until day 6 or 7. **B,** Tartrate‐resistant acid phosphatase (TRAP)–stained mature osteoclasts (≥3 nuclei) on day 6. N.Oc, osteoclast number; ∑Oc.Ar, total osteoclast area. n = 3. **C,** Resorption activity of osteoclasts cultured on mineral substrate until day 7. Lighter areas indicate resorbed mineral. n = 3. **D,** Resorption activity of *Bcl3* ^*−/−*^ osteoclasts under osteoclastogenic differentiation until day 7 and treated with 30 μ*M* control peptide (mutated BDP2) or BCL3 mimetic peptide (BDP2). n = 5. **E,** WT or *Bcl3* ^*−/−*^ (from a *Bcl3* ^*−/−*^ *::p53* ^*fl /−*^ strain*)* osteoblasts were cocultured with WT CD14+ monocytes in osteogenic medium up to 9 days. **F,** TRAP‐stained osteoclast number and area on day 9. n = 3. **G,** Supernatant levels of RANKL and osteoprotegerin (OPG). n = 5–6. Representative complete‐well (top; diameter = 6.4 mm) and magnified (bottom; diameter = 182 μm) images are of medians (**B**–**F**). Student's *t*‐test (**B–C** and **F**) and the paired *t*‐test (**D**) were used. Two‐way analysis of variance with Fisher's least significant difference multiple comparison (**G**) was used. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

To assess the impact of loss of BCL3 in the osteoblast lineage and how this subsequently alters osteoclastogenesis, osteoblast–osteoclast cocultures were conducted. Adult mouse WT CD14+ bone marrow–derived monocyte precursors were cultured with WT or *Bcl3* ^*−/−*^ long bone–derived mature osteoblasts for 9 days (Figure 4E). Assessment of osteoclastogenesis revealed that compared to WT controls, coculture with *Bcl3* ^*−/−*^ osteoblasts resulted in significantly smaller and fewer less mature osteoclasts (Figure 4F). Notably, this corresponded with significantly lower levels of RANKL but substantially higher levels of OPG in *Bcl3* ^*−/−*^ coculture supernatants relative to WT controls (Figure 4G). Moreover, the corresponding RANKL‐to‐OPG ratio was significantly increased for WT osteoblast cocultures (Figure 4G). 

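Wnt16, a Wnt ligand of bone-forming cells, lies on chromosome 6 of GRCm38 from 22288227 to 22298522. In the sequenced osteoblast cultures its level was 1.25 ± 0.606 CPM (SD, n = 3) in day 1 WT and 6.91 ± 1.20 CPM (SD, n = 3) in day 1 libraries labelled Bcl3-/-. On day 3 it was 5.76 ± 2.18 CPM (SD, n = 3) in WT and 21.3 ± 5.41 CPM (SD, n = 3) in Bcl3-/- libraries. The log2 fold change by genotype was 2.44 (SE 0.34, edgeR adjusted p = 0.00138) on day 1 and 1.87 (SE 0.30, edgeR adjusted p = 0.00358) on day 3. It rose over time in both genotypes, at 2.19 (SE 0.34, edgeR adjusted p = 0.0004) in WT and 1.62 (SE 0.30, edgeR adjusted p = 0.00155) in Bcl3-/- libraries, and the difference between these rises was -0.56 (SE 0.45, edgeR adjusted p = 0.71).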

Although *Bcl3* ^*−/−*^ osteoblasts did produce increased levels of *Wnt16* transcript and WNT16 protein compared to WT controls, levels in cocultures were not significantly increased, thus excluding differential WNT16 involvement in coupling with osteoclasts (Supplementary Figure 2B–D, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Evaluation of osteoclasts (cathepsin K+) in 12‐week‐old adult tibiae revealed that there was a significant decrease in osteoclast number per tissue area in *Bcl3* ^*−/−*^ mice compared to WT mice, whereas the number of osteoclasts per bone perimeter was unchanged, explained by the increased bone in *Bcl3* ^*−/−*^ sections (Supplementary Figure 2E, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Together, these data suggest that although BCL3 loss increases intrinsic osteoclastogenesis, it simultaneously enhances the ability of osteoblasts to restrict osteoclastogenesis, thus maintaining equilibrium.

### Adult mice lacking BCL3 have denser, stronger bones

Having identified increased skeletal mineral density in *Bcl3* ^*−/−*^ neonates and perturbation in both the osteoblast and osteoclast lineages, it was important to assess the impact on the adult skeleton. To achieve this, 20‐week‐old WT and *Bcl3* ^*−/−*^ male mice (which represent the peak adult stage of bone density, length, and thickness) were analyzed by micro‐CT (27). A morphometric analysis focused on the medullary trabecular regions of the distal femur and the proximal tibia and the distal cortical region of the femur (Figure 5A and Supplementary Figures [Link], [Link], available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). In both trabecular regions, percent bone volume density, trabecular number, and trabecular thickness were increased in *Bcl3* ^*−/−*^ mice compared to WT mice (Figure 5A and Supplementary Figures [Link], [Link], available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Additionally, in *Bcl3* ^*−/−*^ mice, the bone surface‐to‐volume ratio and structural model index were significantly decreased in both trabecular regions, whereas only the tibial region showed increased tissue volume and degree of anisotropy, compared to in WT mice (Supplementary Figures 3 and 4B, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). In the femoral cortical region, *Bcl3* ^*−/−*^ mice displayed a significantly increased mean total cross‐sectional bone area, mean total cross‐sectional tissue area, and cross‐sectional thickness compared to WT mice (Supplementary Figure 5A, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639). Furthermore, *Bcl3* ^*−/−*^ mice were also significantly different from WT mice in all other cortical morphometric parameters indicative of larger more stable cortical bone (Supplementary Figure 5B, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639).

**Figure 5:**
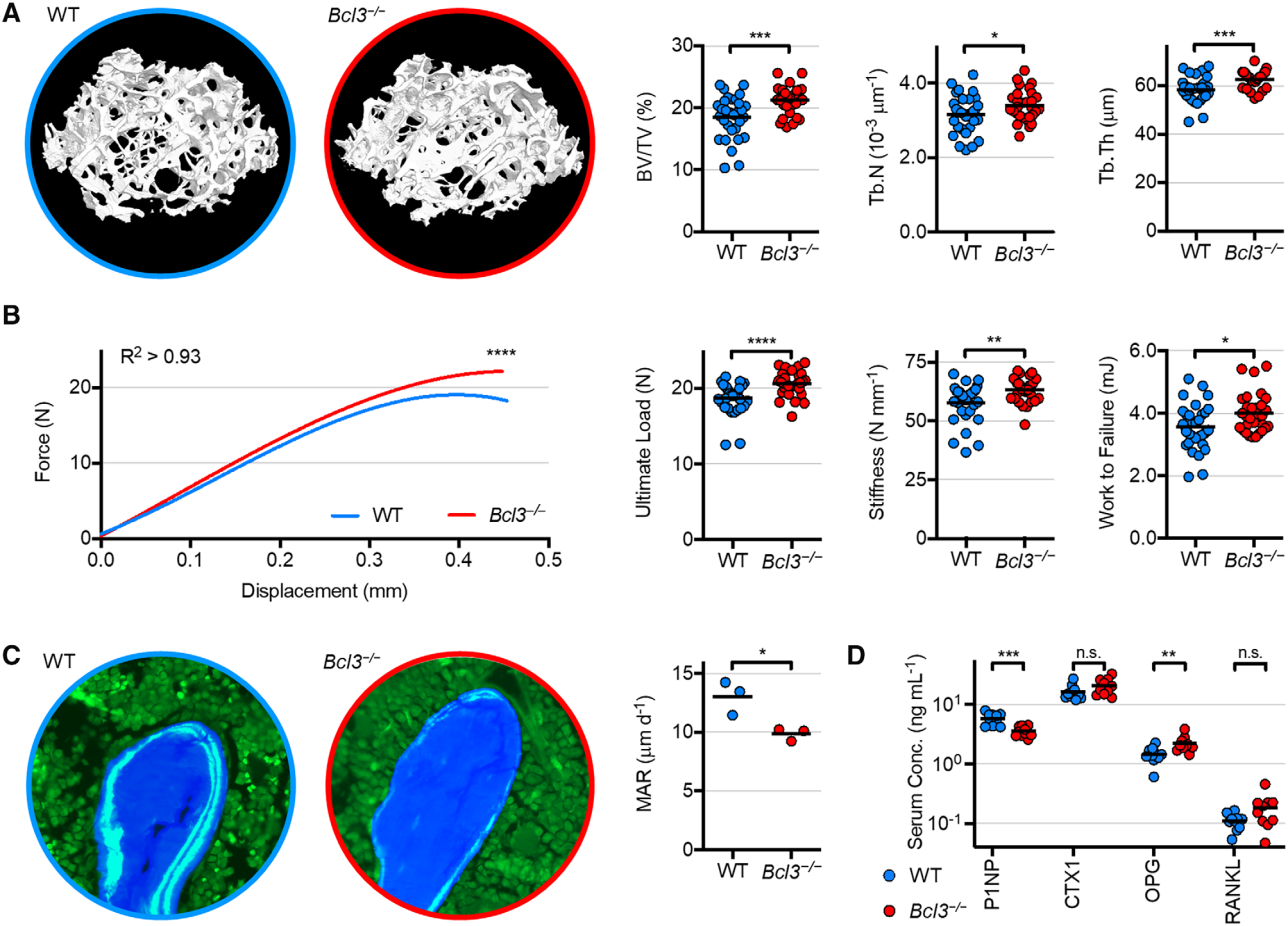
Phenotypic analyses of 20‐week‐old wild‐type (WT) and *Bcl3* ^*−/−*^ male mice. **A,** Representative volumetric bone density visualizations of the distal femoral trabecular region (images not to scale). Key three‐dimensional morphometric parameters: percent bone volume density (BV/TV), trabecular number (Tb.N), and trabecular thickness (Tb.Th). **B,** Biomechanical three‐point break test of the tibial mid‐shaft. The force‐displacement curve was fitted to the cubic equation using least squares fit. Derivative parameters include ultimate load (maximum), stiffness (linear slope), and work to failure (curve area). n = 29 (*Bcl3* ^*−/−*^) and 31 (WT). **C,** Dynamic histomorphometry of the combined trabecular and endocortical regions of the proximal metaphysis of tibiae. Representative images are of sections showing fluorescent calcein double label (light blue), bone matrix (dark blue), and bone marrow (green). MAR, mineral apposition rate. Image diameter = 190 μm. n = 3. **D,** Serum bone turnover markers procollagen type 1 amino‐terminal peptide (P1NP), carboxyl‐terminal crosslinks peptide of type 1 collagen (CTX1), osteoprotegerin (OPG), and RANKL. n = 10. Welch's *t*‐test or the Mann‐Whitney test was used for pairwise comparisons throughout, and the extra sum‐of‐squares F test was used (**B**). n.s., not significant. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

To assess whether the increased bone density of *Bcl3* ^*−/−*^ male 20‐week‐old mice altered the biomechanical properties of load‐bearing bones, a three‐point break test of the tibial mid‐diaphysis was conducted. Force‐displacement curves for *Bcl3* ^*−/−*^ mice were significantly different from those for WT mice (Figure 5B) and were used to derive key biomechanical parameters. Essentially, *Bcl3* ^*−/−*^ tibiae had significantly increased ultimate load, stiffness, and work to failure when compared to WT tibiae, indicative of increased biomechanical strength (Figure 5B). The femoral neck break test was also performed to support these findings and further demonstrated that *Bcl3* ^*−/−*^ bones had increased biomechanical strength, as defined by ultimate load and stiffness (Supplementary Figure 6, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639).

To investigate new bone mineralization in the adult (20‐week‐old) skeleton, dynamic histomorphometry of femoral sections from mice administered with calcein double label was assessed. Analysis of femurs showed that by 20 weeks, *Bcl3* ^*−/−*^ mice had a decreased mineral apposition rate (MAR) when compared to WT controls (Figure 5C). To further explore bone turnover, serum markers P1NP (associated with bone formation) and CTX1 (associated with bone resorption) were evaluated. The levels of P1NP were significantly lower in the serum of *Bcl3* ^*−/−*^ mice compared to WT controls, whereas the levels of CTX1 were not significantly different from WT mice (Figure 5D). Serum levels of the osteoblast–osteoclast coupling factor, RANKL, were unchanged, but levels of its decoy competitor, OPG, were significantly increased in 20‐week‐old *Bcl3* ^*−/−*^ mice compared to WT mice (Figure 5D); however, the RANKL‐to‐OPG ratio was unchanged (*P* = 0.04, median of differences = 0.02, Wilcoxon test). Combined, this suggests that adult *Bcl3* ^*−/−*^ mice maintain increased bone density and strength, but the osteoblast‐driven turnover‐to‐mineralization rate of bone decelerates by 20 weeks of age.

### Absence of BCL3 restricts pathological osteophytic formation

Given the accelerated osteogenesis in neonates and the increased bone density in adults mixed with a decrease in bone formation in *Bcl3* ^*−/−*^ mice, it was important to assess the in vivo mineralization of new bone in adults. To achieve this, *Bcl3* ^*−/−*^ and WT mice were subjected to DMM, which leads to the generation of new ectopic mineralization in the form of osteophytes (24). Fourteen days post surgery, the micro‐CT analysis revealed that in the affected medial region of the tibial subchondral bone, protruding mineralized osteophyte projections were visibly reduced in *Bcl3* ^*−/−*^ mice compared to WT controls (Figure 6A). Quantification of the total osteophyte bone volume showed that *Bcl3* ^*−/−*^ mice had significantly lower osteophyte bone volume when compared to WT counterparts (Figure 6B). Histopathological scoring of articular cartilage at the medial tibial plateau showed that compared to WT mice, *Bcl3* ^*−/−*^ mice had a lower deterioration (Figure 6C and D). The histological evaluation also revealed that pathological articular cartilage fibrillation and cartilaginous osteophyte extension were present in WT mice but reduced in *Bcl3* ^*−/−*^ mice (Figure 6D). Notably, unlike WT mice, *Bcl3* ^*−/−*^ mice did not have a significantly increased subchondral osteosclerosis in the bone loading regions of the tibial plateau of DMM‐induced knees compared to contralateral controls, indicative of reduced disease (Figure 6E and Supplementary Figure 7, available at http://onlinelibrary.wiley.com/doi/10.1002/art.42639).

**Figure 6:**
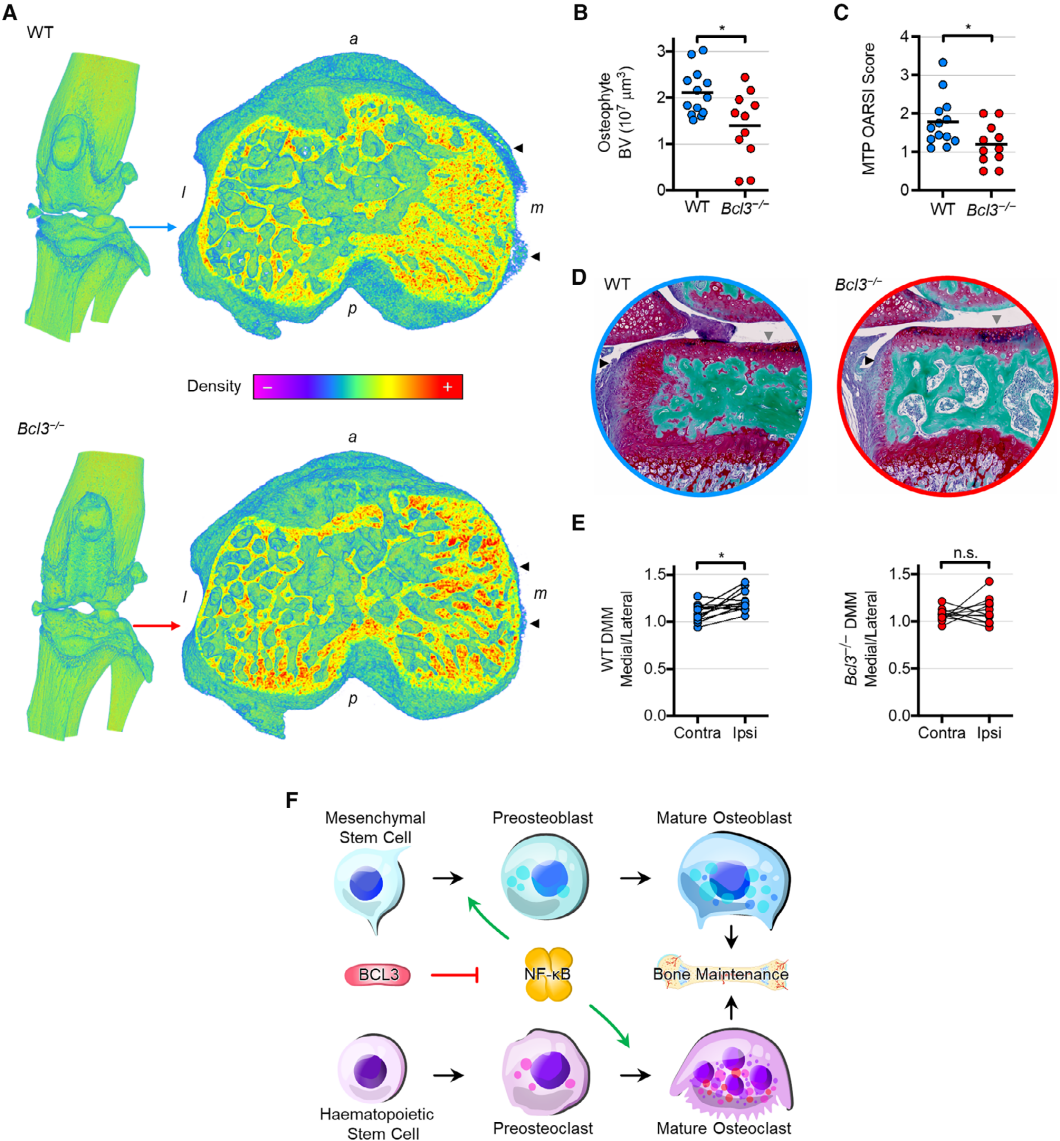
Osteoarthritic disease model of the destabilized medial meniscus (DMM) in wild‐type (WT) and *Bcl3* ^*−/−*^ mice. **A,** Knee joint (left) and cross‐section of the tibial subchondral bone plateau (right) illustrating the protrusion of pathologic osteophytes (arrowheads) 14 days post surgery. Representative images are shown in the bone density spectrum. *a*, anterior; *l*, lateral; *m*, medial; *p*, posterior. **B,** Total bone volume (BV) of osteophytes in WT and *Bcl3* ^*−/−*^ mice subjected to DMM procedure. **C,** Osteoarthritis Research Society International (OARSI) histopathology scoring of the medial tibial plateau (MTP) of WT and *Bcl3* ^*−/−*^ mice 14 days post surgery. **D,** Dual‐stained sections of identical WT and *Bcl3* ^*−/−*^ joint samples in **A** showing red subchondral osteophyte (black arrowheads) and hairy articular cartilage damage (grey arrowheads). Image diameter = 1 mm. **E,** Tibial subchondral bone medial‐to‐lateral bone volume ratios in contralateral (unoperated) and ipsilateral (operated) knees. Welch's *t*‐test (**B** and **C**) and the ratio paired *t*‐test (**E**) were used. n = 11 (*Bcl3* ^*−/−*^) and 13 (WT). n.s., not significant. * *P* < 0.05. **F,** Schema of perturbed skeletal steady state in mice lacking BCL3. Homeostatic progression of both osteogenesis and osteoclastogenesis is dependent on NF‐κB activity and regulated by BCL3. Herein, we have shown that BCL3 absence accelerates differentiation and increases function of both osteoblasts and osteoclasts.

Taken together, these data demonstrate that loss of BCL3 inhibits pathologically driven new bone formation/mineralization in adults while maintaining increased congenic global bone density.

## DISCUSSION

The tightly regulated equilibrium between osteoblasts and osteoclasts determines skeletal development and maintenance. The master transcription factor, NF‐κB, plays a key role in the differentiation of both cell types and is thus crucial for maintaining skeletal health (4). In the present study, we have shown that BCL3, a known regulator of NF‐κB, has an integral role in modulating skeletal development and maintenance. Assessment of neonates clearly demonstrated that loss of BCL3 led to an increase in bone density that was coupled with impeded long bone elongation. A transcriptomic analysis revealed that this was associated with an accelerated differentiation program in *Bcl3* ^*−/−*^ osteoblast precursors that drove increased osteogenesis, which ultimately resulted in increased bone matrix production. Intrinsic osteoclastogenesis was shown to be regulated by BCL3 and ultimately restricted by osteoblast coupling through the RANKL–OPG axis. Surprisingly, although the increased bone density (and associated superior biomechanical strength) in *Bcl3* ^*−/−*^ mice was maintained into adulthood, osteoblast‐driven generation of new bone was substantially decreased. This adult‐specific phenotype was also associated with suppression of osteosclerosis and osteophytogenesis in the DMM model of osteoarthritic disease.

The altered bone biology observed in *Bcl3* ^*−/−*^ mice is reflective of the major role BCL3 plays in the regulation, rather than complete control, of NF‐κB family members (5). This is illustrated by the more profound bone phenotypes seen in other NF‐κB family member knockouts. For instance, double deletion of p50 and p52, both of which interact with BCL3 (5), results in dwarfism and severe osteopetrosis (16). The regulatory nature of BCL3 is further supported by prior studies showing that BCL3 is key for the maintenance of murine embryonic stem cell pluripotency and subsequent differentiation, with overexpression substantially attenuating but not blocking cell differentiation (28) and overexpression of BCL3 in the myeloid lineage reducing but not completely blocking RANKL‐driven osteoclastogenesis (29). Both observations are analogous to those seen in the in vitro osteoblastogenesis and osteoclastogenesis mimetic peptide cultures (Figures 3 and 4). Combined and added to the observation that the transcriptional program in the osteoblast lineage is accelerated (Figure 2), this supports the concept that BCL3 acts as a negative regulator of the critical NF‐κB machinery involved in the differentiation programs of multiple skeletal cell types.

In the mesenchymal cell lineage, BCL3 has recently been shown to regulate cross‐talk between Wnt signaling pathway components (30). Moreover, NF‐κB p65 activation (driven by low‐dose TNF), with subsequent signaling through the Wnt pathway, substantially increases osteogenic function (14). It is therefore noteworthy that the accelerated transcriptional response in *Bcl3* ^*−/−*^ preosteoblasts included enhancement of genes involved in Wnt regulation, in particular increased expression of *Wnt16*, which provides a mechanism linking transient NF‐κB activity to enhanced subsequent osteogenic activity (31, 32, 33). Interestingly, mutations in *Wnt16* were recently identified as highly significantly associated with risk of fracture, whereas Wnt16 was found to inhibit chondrocyte hypertrophy and be protective against osteoarthritis progression (34, 35, 36). We showed increased expression of both *Wnt16* transcript and WNT16 protein in *Bcl3* ^*−/−*^ osteoblasts. Furthermore, the transcription factor signature of *Bcl3* ^*−/−*^ cells revealed a propensity for increased NF‐κB p65, p50, and p52 transcriptional activation alongside altered cell cycle and energetics‐associated transcription factors. The transcription factors PU.1, interferon regulatory factors, and STATs, evidently involved in early osteogenesis in both WT and *Bcl3* ^*−/−*^ cells, are known to cooperate with each other, especially in the immune cells in which BCL3 is critical alongside NF‐κB at gene promoters in a myriad of ways (37).

Increased osteogenic mineralization in early development, followed by reduced osteoblast‐driven bone turnover, in *Bcl3* ^*−/−*^ mice is a model analogous to the increased mineralization occurring in WT male mice versus female mice, in which the initial MAR at 1 week of age is lower in females but exceeds that of males by 20 weeks of age (27). Thus, increased density and strength concurrent with reduced bone formation (decreased P1NP and MAR) by 20 weeks is further evidence of accelerated skeletal maturation and an altered steady state in adulthood. *Bcl3* ^*−/−*^ osteoblasts in cocultures regulate osteoclast differentiation by tipping the RANKL‐to‐OPG ratio in favor of reduced osteoclastogenesis, indicating an inhibition of bone resorption. The decreased bone formation along with the reduction of osteoclast differentiation depicts an adult bone with reduced bone remodeling in the absence of BCL3, which ultimately results in maintenance of developmental‐driven bone mass.

The decrease in osteophytogenesis we observed in *Bcl3* ^*−/−*^ mice links to the tempered ability to generate new mineralized bone in adults. Osteophyte formation in the DMM model is associated with a characteristic chondrocytic core, which leads to progressive mineralization, in a process reminiscent of endochondral ossification (24). We posit that in *Bcl3* ^*−/−*^ mice, the chondrocyte–osteoblast lineage favors osteoblastic differentiation, impeding endochondral bone elongation in neonates and leading to a reduced chondrocytic core and suppressing the formation of pathology‐driven osteophytes in adults. Simultaneously, the osteophyte model functions to affirm the inverse relationship between increased bone density and endochondral protrusion (27, 38). The subdued effect on subchondral bone change in DMM‐induced *Bcl3* ^*−/−*^ mice is coupled with the reduction of osteophytogenesis as a pathological indicator and likely involves the same osteochondral lineage dynamics that are causal to the increased bone density in *Bcl3* ^*−/−*^ mice.

One of the limitations of our study was that we did not investigate osteochondroprogenitor differentiation into chondrocytes or the process of chondrocyte‐driven endochondral ossification (39, 40, 41). Chondrogenic differentiation, proliferation, and hypertrophy is controlled by NF‐κB subunit p65 activity (42, 43). Nevertheless, recent work supports our model and provides evidence for the role of BCL3 in chondrocytic callus‐driven fracture healing, in which *Bcl3* ^*−/−*^ mice exhibit delayed chondrocyte hypertrophy that is rescued with BCL3 overexpression (44). It is interesting to speculate therefore, given the inverse role of NF‐κB during osteoblast and chondrocyte differentiation (4), that loss of BCL3 fundamentally pivots NF‐κB such that differentiation of osteochondroprogenitors favors the osteoblast lineage. To fully interrogate this hypothesis, additional studies using conditional *Bcl3* ^*−/−*^ mice are required.

In summary, our study definitively shows that BCL3 plays a major role in the control of osteoblast and osteoclast differentiation and cross‐talk, which fundamentally regulates bone turnover and skeletal maintenance (Figure 6F). Beyond elucidating BCL3 function, this has implications for furthering understanding of NF‐κB in the skeleton and for possible therapeutic targets in skeletal pathologies.

## AUTHOR CONTRIBUTIONS

All authors were involved in drafting the article or revising it critically for important intellectual content, and all authors approved the final version to be published. Prof. Goodyear had full access to all of the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

### Study conception and design

Jaffery, Carmody, Goodyear.

### Acquisition of data

Jaffery, Huesa, Chilaka, Cole, Doonan, Akbar, Dunning.

### Analysis and interpretation of data

Jaffery, Huesa, Tanner, van ‘t Hof, McInnes, Carmody, Goodyear.

## Supporting information

Disclosure form

**Appendix S1:** Supplementary Online Materials and Methods

**Data S1:** Supplementary Data

**Supplementary Figure 1:** RNA‐seq transcriptomic profiling of WT and *Bcl3* ^*−/−*^ osteoblasts at day 1 and day 3 following osteogenic induction. **a,** Significantly (*P*_*adj*_ < 0.05) differentially expressed genes between day 1 and day 3, with > 1 absolute fold‐change (FC) in both WT and *Bcl3* ^*−/−*^ cells. Venn diagrams illustrate shared or differentially expressed genes in both genotypes at day 1 and day 3. **b,** Significantly (*P*_*adj*_ < 0.05) differentially expressed genes in *Bcl3* ^*−/−*^ cells, relative to WT, with > 1 absolute fold‐change (FC) at day 1 and day 3. Venn diagrams illustrate sustained or transient upregulated and downregulated genes in *Bcl3* ^*−/−*^ cells. **c**‐**e,** Correlations of gene expression fold‐changes (FC) through time, from day 1 to day 3, in WT (Δ WT) and *Bcl3* ^*−/−*^ (Δ *Bcl3* ^*−/−*^) genotypes during osteogenesis (**c**), between Δ WT and *Bcl3* ^*−/−*^ genes at day 1 (Δ Day 1) compared to WT controls (**d**), and between Δ WT and *Bcl3* ^*−/−*^ genes at day 3 (Δ Day 3) compared to WT controls (**e**). Venn diagrams to the right of each panel indicate significantly different genes (*P*_adj_ < 0.05, fold‐change ± 1) to corresponding datasets on each axis. Spearman's rank correlation coefficient, r. n = 14493. **f,** Median expression level Z‐scores of upregulated (left) and downregulated (right) gene aggregates (metagene) in experimental replicates, relative to the gene expression change in WT cells between days 1 and 3 (Δ WT). n = 3. Student's *t*‐test for pairwise comparisons. **g,** Genes upregulated in *Bcl3* ^*−/−*^ cells at day 1 (light red circle), compared to genes differentially expressed between day 1 (light blue circle) and day 3 (dark blue circle) in WT cells. Overlapping regions represent shared gene‐sets. **h**‐**i,** Gene ontology (GO) analysis of biological process (**h**) and molecular function (**i**) of genes upregulated in *Bcl3* ^*−/−*^ cells at day 1, compared to WT. The top seven results in order of fold enrichment are highlighted. **j,** Genes significantly upregulated at day 1, exclusively in *Bcl3* ^*−/−*^ cells (‘281’ transcripts from **a**), subjected to protein‐protein association functional clustering analysis. Two major clusters with distinct top gene ontology‐determined biological process and molecular function are shown: ‘immune response’ / ‘cytokine binding’ and ‘cell cycle’ / ‘ATP binding’. Enriched transcription factor (TF) binding site TFBS analysis, for each cluster, displaying the top seven hits ordered by increasing *P*‐value of known TF motif and the *de novo* motifs of uniquely identified sites with the predicted transcription factor. * *P* < 0.05, *** *P* < 0.001 and **** *P* < 0.0001.

**Supplementary Figure 2:** Characterisation of *Bcl3* and *Wnt16* expression in osteoblasts, WNT16 protein in osteoblast‐osteoclast co‐cultures and osteoclast activity in adult bone of WT and *Bcl3* ^*−/−*^ mice. **a,** *Bcl3* gene expression in control and ascorbic acid (AA) stimulated murine MC3T3‐E1 osteoblast cells at day 5 (GEO accession: GSE37676). n = 3. **b,** *Bcl3* and *Wnt16* transcript expression (RNA‐seq mapped) in WT and *Bcl3* ^*−/−*^ osteoblasts at days 1 and 3. n = 3. **c,** WNT16 protein levels in osteoblast culture supernatants at day 9, without monocytes/osteoclasts. n = 5‐6. **d,** WNT16 levels in osteoblast‐osteoclast co‐culture supernatants until day 9. n = 5‐6. **e,** Representative images and quantification of cathepsin K (CTSK) stained sections, in brown, of tibiae from adult 12‐week WT and *Bcl3* ^*−/−*^ mice. Image diameter = 400μm. Number of osteoclasts (N.Oc) per tissue area (T.Ar) and number of osteoclasts per bone perimeter (B.Pm). n = 4‐5. Student's *t*‐test (**a**, **c** and **e**) or Two‐way ANOVA (**b** and **d**). * *P* < 0.05, ** *P* < 0.01, **** *P* < 0.0001 and ‘n.s.’ ‐ not significant.

**Supplementary Figure 3:** Additional parameters of the femoral trabecular region of 20‐week WT and *Bcl3* ^*−/−*^ male mice, including tissue volume (TV), bone volume (BV), bone surface (BS), bone surface density (BS/TV), bone surface/volume ratio (BS/BV), connectivity density (Conn.Dn), structural model index (SMI), trabecular separation (Tb.Sp), standard deviation of trabecular thickness [SD(Tb.Th)], standard deviation of trabecular separation [SD(Tb.Sp)], degree of anisotropy (DA) trabecular pattern factor (Tb.Pf). n = 29‐31. Welch's *t*‐test or Mann‐Whitney test. ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001 and ‘n.s.’ ‐ not significant.

**Supplementary Figure 4:** Phenotypic analyses of 20‐week WT and *Bcl3* ^*−/−*^ male mice proximal tibial trabecular region**. a,** Representative volumetric bone density visualisations (images not to scale) and key three‐dimensional morphometric parameters, including percent bone volume density (BV/TV), trabecular number (Tb.N), and trabecular thickness (Tb.Th). **b,** Additional parameters of the tibial trabecular region of 20‐week WT and *Bcl3* ^*−/−*^ male mice, including tissue volume (TV), bone volume (BV), bone surface (BS), bone surface density (BS/TV), bone surface/volume ratio (BS/BV), connectivity density (Conn.Dn), structural model index (SMI), trabecular separation (Tb.Sp), standard deviation of trabecular thickness [SD(Tb.Th)], standard deviation of trabecular separation [SD(Tb.Sp)], degree of anisotropy (DA) trabecular pattern factor (Tb.Pf). n = 29‐31. Welch's *t*‐test or Mann‐Whitney test. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001 and ‘n.s.’ ‐ not significant.

**Supplementary Figure 5:** Phenotypic analyses of 20‐week WT and *Bcl3* ^*−/−*^ male mice distal femoral cortical region. **a,** Representative volumetric bone density visualisations (images not to scale) and key two‐dimensional parameters, including mean total cross‐sectional bone area (B.Ar), mean total cross‐sectional tissue area (T.Ar) and cross‐sectional thickness (Cs.Th). **b,** Additional parameters of the femoral cortical region of 20‐week WT and *Bcl3* ^*−/−*^ male mice, including cortical area fraction (B.Ar/T.Ar), tissue volume (TV), bone volume (BV), percent bone volume (BV/TV), tissue surface (TS), bone surface (BS), bone surface/volume ratio (BS/BV), mean total cross‐sectional tissue perimeter (T.Pm), mean total cross‐sectional bone perimeter (B.Pm), peripheral tissue surface [TS(per)], peripheral bone surface [BS(per)], mean polar moment of inertia [MMI(polar)], average object equivalent circle diameter per slice (Av.Obj.ECDa), average principal moment of inertia minimum [Av.MMI(min)], average principal moment of inertia maximum [Av.MMI(max)] and eccentricity (Ecc). n = 29‐31. Welch's *t*‐test or Mann‐Whitney test. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001 and ‘n.s.’ ‐ not significant.

**Supplementary Figure 6:** Biomechanical outputs of the femoral neck break test of 20‐week WT and *Bcl3* ^*−/−*^ male mice. n = 14. Welch's *t*‐test or Mann‐Whitney test. * *P* < 0.05 and ‘n.s.’ ‐ not significant.

**Supplementary Figure 7:** Characterisation of the destabilisation of the medial meniscus (DMM) model of osteoarthritic disease progression in WT and *Bcl3* ^*−/−*^ in male mice, 2 weeks post‐procedure (12‐week age). Mice in the ‘Sham’ groups, which did not receive a medial meniscotibial ligament (MMTL) transection. The ratio of medial to lateral cross‐sectional percent bone volume (BV/TV) of the tibial plateau – between the ipsilateral (operated) and contralateral (unoperated) knees – the disparity representing a measure of disease via differential loading. n = 9 (*Bcl3* ^*−/−*^) and 8 (WT). Ratio paired *t*‐test. ‘n.s.’ ‐ not significant.

# Supplementary material for: IĸB Protein BCL3 as a Controller of Osteogenesis and Bone Health
**Source:** Arthritis Rheumatol. 2023 Oct 1;75(12):2148–60. doi: 10.1002/art.42639
**Supplement:** Supplementary file 1 — Disclosure form

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Hussain Jaffery  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

☒ X I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Carmen Huesa  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 25th March, 2022  
 Your Name: Dr. Sabarinadh Chilaka  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

X I certify that I have answered every question and have not altered the wording of any of the questions on this form.

*Ch. Sabarinad*

25.03.2022

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: John Cole  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: James Doonan  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an “X” next to the following statement to indicate your agreement:**

**X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.**

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Moeed Akbar  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Lynette Dunning  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Kathleen Elizabeth TANNER  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022

Your Name: Prof. Rob J. van 't Hof

Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health

Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Iain McInnes  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Ruaidhrí Carmody  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an “X” next to the following statement to indicate your agreement:**

**X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.**

# ICMJE DISCLOSURE FORM

Date: 22 March, 2022  
 Your Name: Carl Goodyear  
 Manuscript Title: The IκB protein BCL3 controls osteogenesis and bone health  
 Manuscript number (if known): ar-20-1871

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# Supplementary material for: IĸB Protein BCL3 as a Controller of Osteogenesis and Bone Health
**Source:** Arthritis Rheumatol. 2023 Oct 1;75(12):2148–60. doi: 10.1002/art.42639
**Supplement:** Supplementary file 2 — Appendix S1: Supplementary Online Materials and Methods

The IĸB protein BCL3 controls osteogenesis and bone health

Jaffery *et al*

**Supplementary Online Materials and Methods**

**Animals.**

A single animal constituted the experimental unit in statistical comparisons; except for neonatal calvarial cultures, where 3 pooled mice constituted a single experimental replicate. For calculation of the experimental sample size number (n) in micro-CT experiments, statistical *a priori* power prediction was constrained to the following parameters: normal distribution, power (1-β error probability) = 0.99, α error probability = 0.01, allocation ratio n_2_/n_1_ = 1, effect sizes (d) of 1.35 and 2.5 based on resolving a range of primary outcome micro-CT morphometric parameters (e.g., BV/TV, Tb.N and Tb.Th), in a pilot study, and Wilcoxon-Mann-Whitney two-tailed *t*‑tests for two groups. Between genotypes, a simultaneous age-matched timed-mating procedure was arranged. Intra-genotype allocation to control and treatment groups, specifically for DMM surgical model, was conducted using a randomly alternating/matching sequence and confounding was avoided by maintaining sham control littermates as cagemates. Global confounding was avoided by maintaining identical environmental, handling, procedural and sample collection techniques, across age-matched genotype controls (*Bcl3^−/−^* and WT) that were bred and reared simultaneously. Animals were assigned numerical identifiers at procedural initiation by the primary experimenter to provide blinding from group-wise information during the complete process of sample collection, processing and especially data analysis.

For the *ex vivo* micro-CT experiment comparing 29 *Bcl3^−/−^* and 31 WT adult mice, a single definitive experimental outlier in the *Bcl3^−/−^* group was found during analysis of multiple parameters using the *a priori*-determined ROUT method (Q = 0.1%) and was excluded from further analysis based on its gross physiological anomaly. No other experiments had any identified outliers.

**Micro-CT analysis of neonates.**

Euthanised neonatal (post-natal day 0) mice were immersed in 4% (w/v) formaldehyde in DPBS (Dubecco’s phosphate-buffered saline) overnight, then stored in 70% EtOH at 4°C. Pups were maintained in 70% EtOH during micro-CT scanning. Images had a resolution of 4.5 μm and were acquired using automatic stitching. Prior to reconstruction, the image dataset was compressed to give an effective resolution of 20 μm. Reconstructions were manually analysed using DataViewer (version 1.5.2.4) to measure the lengths of the long bones. Whole-specimen bone mineral density (BMD) analysis was conducted, using two hydroxyapatite epoxy resin phantoms of known mineral densities to calibrate attenuation coefficients and a voxel intensity range between 15 to 255 was selected. Visualisations were rendered in CTvox (version 3.1.1) and calcified mineral was assigned pseudocolour of a spectrum ranging from red (high voxel intensity) to violet (low voxel intensity).

**Whole-mount double-staining of neonates.**

Euthanised neonatal (post-natal day 0) mice were scalded by immersion in dH_2_O at 65**°**C for 30s, to allow maceration of tissue and skin removal. After removal of soft tissues including skin, eyes, internal organs and adipose tissue, mice were fixed in 95% EtOH overnight, then immersed in 100% acetone overnight. Cartilage was stained by submerging mice overnight in filtered Alcian blue stain solution (0.03% (w/v) Alcian Blue 8GX, 80% EtOH, 20% glacial acetic acid) (1). Destaining was conducted by washing neonates thrice in 70% EtOH for 5 min and incubating in 95% EtOH overnight. Tissue was then pre-cleared in 1% (w/v) KOH for 1h. Calcium mineral was stained with Alizarin Red solution (0.005% (w/v) Alizarin Red S solute in 1% (w/v) KOH solvent) at 4**°**C overnight (1). Destaining and clearing of tissue was achieved by submersion in a clearing solution (50% glycerol and 50% of 1% (w/v) KOH) until judged to be destained. Mice were stored in 100% glycerol and imaged with light microscopy. Tibia colour analysis using the program Fiji/ImageJ (version 2.0) involved specification of a region of interest at the epiphysis of the tibia, splitting of red-green-blue colour channels and obtaining the mean grey value for red (positive) and green (background) channels.

**Calvarial osteoblast isolation.**

Euthanised neonatal mice (post-natal days 3 to 5) were decapitated, calvaria were dissected in DPBS under sterile conditions, loose connective tissue was removed and calvaria were washed multiple times. Three calvariae comprised a single biological replicate. Calvariae were digested in collagenase II solution (Gibco; 2mg/ml or 125U/ml) in minimum essential medium **α** (MEM**α)** for 20 min at 37°C, while shaking at 200 rpm. Supernatant was discarded. Another digestion was conducted as above, but this time the supernatant was collected. Calvariae were then washed with 5ml of DPBS, which was also collected, treated with 2ml of 4mM EDTA (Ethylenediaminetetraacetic acid) for 10min, at 37°C, and the supernatant and subsequent DPBS wash collected. The calvariae were further digested with collagenase II solution as before, and the supernatant and the following DPBS wash collected. Supernatant fractions were combined and centrifuged for 5min at 400*g*. Cells were re-suspended in Complete Culture Medium (CCM; MEMα supplemented with 10% filtered FBS, 100U/ml penicillin, 100μg/ml streptomycin, 1.25μg/ml amphotericin B, 2mM L‑glutamine) and Medium was replenished next day. Cells were expanded to ~80‑90% sub-confluency in T‑75 flasks for 3 days following isolation and seeded onto 12- or 24-well plates for differentiation assays.

**Osteoblast differentiation.**

Cells were seeded at 1.25x10^4^ cells/well into 12-well plates (~3.3x10^3^ cells/cm^2^) and allowed to reach up to 100% confluency for an additional 3 days. Osteogenic Medium (CCM supplemented with filter-sterilised 50μg/ml ascorbic acid and 2mM β‑glycerophosphate) was then added to initiate osteogenesis (day 0) (2). Staining assays, sample collection and medium changes were conducted at days 1 and 3, and in some cases, every 3 days thereafter, up to 21 days.

**Osteoblast culture with BCL3 mimetic peptide.**

Calvarial osteoblasts were prepared as above. On the day of Osteogenic Medium addition, 30μM of BCL3 mimetic peptide (BDP2) or mutated peptide (mBDP2) were added to cultures (3). The peptides were synthesised by GenScript: BDP2, YGRKK-RRQRR-AAVYR-ILSLF-KLGSR and mBDP2, YGRKK-RRQRR-WAWGY-ILSLD-CLGSY (3). Medium including peptides was replenished 2 days later and alkaline phosphatase staining assays (described below) were conducted at day 3.

**Quantitative PCR.**

Cells were gently washed thrice with ≥1ml sterile DPBS pre‑warmed to 37°C, then lysed using 700μl of QIAzol Lysis Reagent (QIAGEN). RNA purification was performed as per standard manufacturer instructions using the miRNeasy Mini Kit (QIAGEN). Concentrations of all comparable samples were normalised and cDNA synthesised using the AffinityScript Multiple Temperature cDNA Synthesis Kit (Agilent Technologies), as per manufacturer recommendations. Quantitative PCR (qPCR) was conducted using the Fast SYBR Green Master Mix (Applied Biosystems). Primer pairs used were: *Alpl* (forward, ATTCCCACTATGTCTGGAAC; reverse, CTCAAAGAGACCTAAGAAG), *Actb* (forward, GATGTATGAAGGCTTTGGTC; reverse, TGTGCACTTTTATTGGTCTC), *Col1a1* (forward, GCCAAGAAGACATCCCTGAA; reverse, CTTCCGGGCAGAAAGCA), *Ocn* (forward, ACCATGAGGACCATCTTTC; reverse, GGACATGAAGGCTTTGTC), *Opg* (forward, GAAGATCATCCAAGACATTGAC; reverse, TCCTCCATAAACTGAGTAGC), *Osx* (forward, TGCTTGAGGAAGAAGCTC; reverse, CTTCTTTGTGCCTCCTTTC), *Rankl* (forward, TCTGTTCCTGTACTTTCGAG; reverse, TTCATGGAGTCTCAGGATTC), *Runx2* (forward, GAGAGGTACCAGATGGGACT; reverse, CACTTGGGGAGGATTTGTGA) and *Wnt16* (forward, GACACGAGAGGTGGAACTGTA; reverse, CGCTACTCAGCTCATAGCCAAA).

**RNAseq library preparation and sequencing.**

Using the purified RNA described above, cDNA synthesis was carried out using the SMART-seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech). cDNA was purified using the Agencourt AMPure XP Kit (Beckman Coulter) and fragmented using the Diagenode Bioruptor Pico sonication system. cDNA Fragment size validation was conducted using the Agilent 2100 Bioanalyzer and the High Sensitivity DNA Kit (Agilent). Library preparation was conducted using the Low Input Library Prep Kit HT (Clontech) as per instructions. Library quantification was conducted using the Qubit 3 Fluorometer (ThermoFisher Scientific). Sequencing was conducted using the Illumina HiSeq 4000 System with a read-depth of ~36million/sample, of 75bp paired-end reads. Sequencing, base calling and basic quality control was carried out by Edinburgh Genomics, The University of Edinburgh.

**Bioinformatic analysis.**

Quality control was performed using FastQC (4). Reads were trimmed using Trim Galore!, under default settings and then aligned to the mouse genome (mm10) using TopHat2, under default settings, and per gene read counts were calculated using HTSeq (5-7). Differential expression between the four groups was calculated using DESeq2 (8). Final expression values were represented as fragments per kilobase of exon per million reads (FPKMs) and were calculated using Cufflinks, under default settings (9). Statistical cutoff of adjusted P < 0.05 was considered significant. Downstream analysis utilised the PANTHER gene ontology (GO) enrichment analysis tool (10). Transcription factor binding site (TFBS) analysis was conducted of the region 350bp upstream and 50bp downstream of the gene transcription start site, using HOMER (11). Protein-protein functional association network clustering analysis involved MCL clustering with a 1.2 inflation parameter (12). The transcriptomic data discussed in this study are deposited in the NCBI Gene Expression Omnibus (GEO) and publicly accessible through GEO Series accession number GSE125153 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125153>) (13).

**Staining for osteoblast alkaline phosphatase activity.**

Alkaline phosphatase assay was conducted as previously described, using 1‑Step NBT (nitro‑blue tetrazolium chloride) and BCIP (5‑bromo‑4-chloro‑3′-indolyphosphate p‑toluidine salt) substrate solution (ThermoFisher Scientific) (14). Image analysis was conducted via Fiji/ImageJ (version 2.0) packages and involved thresholding of dark pixels (15).

**Sircol staining of osteoblast collagen production.**

With culture medium aspirated, cells were washed thrice with DPBS pre‑warmed to 37°C and fixation was conducted for 20min in 500μl of Bouin’s solution pre‑warmed to 37°C. Fixed cells were washed thrice with dH_2_O and a 500μl volume of Sircol Sirius Red (Biocolor) soluble dye solution was added for 1h to stain collagen. Cells were washed twice with 1ml 0.01M HCl, to remove excess dye and air-dried. Image analysis of staining involved quantification with Fiji/ImageJ (version 2.0).

**Alizarin Red staining of osteoblast mineralisation.**

Cell monolayers were prepared, fixed and mineral nodules stained as previously described (14). Image analysis was conducted via Fiji/ImageJ (version 2.0) packages and involved thresholding of dark pixels (15).

**Osteoclast differentiation and functional assessment.**

Adult female 8-week mice were euthanised by CO_2_ asphyxiation. Hindlimbs were dissected from the hip joint and placed in sterile DPBS. Femurs were dissected, the epiphyseal ends removed with scissors and a bone marrow collected using a needle and syringe into CCM. At day 0, 10ml of suspended bone marrow cells at a density of 1.0x10^6^ cells/ml were cultured overnight with 30ng/ml M‑CSF (R&D Systems). On day 1, non-adherent cells were collected, resuspended at 5.0x10^5^ cells/ml in CCM supplemented with 50ng/ml M-CSF and 50ng/ml RANKL (R&D Systems), and 200μL/well seeded into 96-well plates. Media was replenished at day 5 and on day 6. Tartrate-resistant acid phosphatase (TRAP) staining was performed, using the Acid Phosphatase, Leukocyte (TRAP) Kit (Sigma-Aldrich) according to manufacturer’s instructions. TRAP^+^ cells with ≥3 distinct nuclei were classified as *bona fide* osteoclasts. Area analysis was conducted via Fiji/ImageJ (version 2.0) packages (15). OsteoAssay (Corning) substrate resorption assay was perfomed at day 7.

**Osteoclast culture with BCL3 mimetic peptide.**

Osteoclasts were generated from femoral bone marrow of *Bcl3^−/−^* adult mice aged 14-16 weeks, as described above. 30μM of BCL3 mimetic peptide (BDP2) or mutated BCL3 mimetic peptide (mBDP2) were added on day 1 (3). Cytokine and peptide-supplemented media was replenished at day 5. OsteoAssay (Corning) substrate resorption assay was performed at day 7.

**Osteoblast-osteoclast coculture.**

Adult male 8-week mice were euthanised by CO_2_ asphyxiation. Hindlimbs were dissected from the hip joint and placed in sterile DPBS. Femurs and tibiae were dissected, cleaned of soft tissues and cut into ~1-2mm^3^ pieces. Bone pieces were

washed several times with PBS, and incubated in 4ml collagenase II solution (2mg/ml in MEMα without FBS, filter sterilised) at 37°C in a shaking water bath for 2h, in order to remove all remaining soft tissue and adherent cells. The bone pieces were thoroughly rinsed three times with medium, and transferred to 25 cm^2^ flasks, containing 5ml CCM, at a density of about 20-30 fragments per flask. Media was chaged every three days and after 14 days adherent cultured osteoblasts were isolated and seeded in 96-well plates for co-culture at a density of 25,000 cells/well (~7.8x10^4^ cells/cm^2^). The following day, adult male 8-week mice were euthanised by CO_2_ asphyxiation. Hindlimbs were dissected from the hip joint and placed in sterile DPBS. Femurs and tibiae were dissected and bone marrow suspended using a needle and syringe into CCM. CD14^+^ monocytes were immunomagnetically negatively selected from the bone marrow, using the EasySep Mouse Monocyte Isolation Kit (Stemcell Technologies). Monocytes were co-cultured with osteoblasts at a seeding density of 100,000 cells/well (~3.1x10^5^ cells/cm^2^).

**Micro-CT analysis of adult long bones.**

Whole left deskinned adult legs were fixed in 4% (w/v) formaldehyde solution for ~24 h, followed by immersion and storage in 70% EtOH at 4°C. Samples remained immersed in 70% EtOH during data acquisition in the SkyScan 1272 micro-CT scanner (Bruker). An aluminium 0.5mm energy filter was utilised to acquire non-averaged images with a 0.3° rotation step and a pixel size of 4.5μm. The projection images were processed by a back-projection method using NRecon (version 1.6.10.4). DataViewer (version 1.5.2.4) software enabled alignment of the bone proximodistal axis in the Z-plane of scanned volumes. The ‘tibial trabecular region’ comprised 200 consecutive Z-axis slices, initiating 20 slices distal to the proximal tibial epiphyseal plate, extending distally. The ‘femoral trabecular region’ comprised 200 consecutive slices, initiating 20 slices proximal to the primary spongiosa of the distal epiphyseal plate, extending proximally. The ‘femoral cortical region’ comprised 200 consecutive slices, initiating 420 slices proximal to the primary spongiosa of the distal epiphyseal plate, extending proximally. Specialised macros for the trabecular and cortical regions in the CT Analyser (version 1.16.4.1) software allowed performing of quantitative analysis on the various volumes.

**Biomechanical analyses.**

Right tibiae frozen in H_2_O were defrosted and fibulae and soft tissue removed. Biomechanical 3-point flexure (bend) tests of tibiae were conducted using a 50N load cell device affixed to a calibrated 3-point apparatus (Zwick Roell; BT1‑FR0.5TS.D14). Individual wetted tibiae were situated perpendicularly onto the apparatus, comprising two parallel supporting point-beams separated by 6mm. The tibiae were adjusted to ensure that the tibial crest arched up, the tibial plateau overhang and the tibial ridge faced down to stabilise the bone. Using the accompanying software, testXpert II, the impacting point-beam attached to the load cell was advanced at a rate of 10mm/min and data was recorded until fracture. For the femoral neck break test, femora frozen in H_2_O were defrosted and soft tissue was removed. A machine fitted with a 2kN load cell was used to conduct biomechanical tests (Zwick Roell; 72.0). Proximal halves of femora were retained and the distal, metaphyseal end of the femur was inserted into a screw-adjustable cylindrical holder and was gripped, while the proximal epiphyseal head of the femur protruded out. The holder with bone was affixed at 9° to the vertical, oriented vertically in the sagittal plane and valgus in the frontal plane, approximating orientation *in vivo* (16). It was ensured that the flat-ended indenter contacted only the femoral head and not the greater trochanter. Displacement was applied at a rate of 0.1mm/s until fracture occurred at the femoral neck and the data was recorded.

***In vivo* calcein labelling for dynamic histomorphometry and histology.**

Mice were subjected to dual intraperitoneal injections of 15mg/kg calcein dye (Sigma-Aldrich) solution in DPBS on day -5 and -2, prior to harvest. *Ex vivo* femurs were fixed in 4% (w/v) formaldehyde in DPBS overnight, followed by immersion and storage in 70% EtOH at 4°C. The distal anterior femur was oriented facing up in cassettes. Samples were dehydrated in 2h incubations in serial EtOH concentrations followed by three 6h changes of xylene immersion. A plastic infiltrate solution comprising 89% methyl methacrylate (MMA) resin, 10% dibutyl phthalate plasticiser, 1% Perkadox 16 (AkzoNobel) activator and Tinogard TT (BSAF) antioxidant was prepared. Samples were immersed in two changes of a MMA plastic infiltrate solution in vacuum, for 3h and then 72h, at 4°C. Samples were oriented into sealed moulds containing infiltrate solution and baked at 30°C. Sample sections of ~5μm depth were taken with the Leica RM 2265 microtome from multiple depth-regions. Slides were covered with Kisol foil (Kettenbach GmBH & Co), dried, placed in a section mounting press and baked at 37°C for 2 days. For dynamic histomorphometry, slides were counter-stained for bone with a 1% Calcein Blue (Sigma-Aldrich) for 3min, washed in dH_2_O twice, dehydrated in serial EtOH solutions for 3min each, cleared in xylene for 3min, and finally covered with a glass coverslip with Eukitt mounting medium (Sigma-Aldrich). For histological visualisation, slides of joints were dewaxed in three 20-minute washes of 2-methoxyethyl acetate, cleared in 2 10-minute washes of xylene, rehydrated in decreasing serial dilutions of EtOH, stained for 10 min in a 0.1% solution of Safranin O followed by Fast Green stain, dehydrated in increasing serial dilutions of EtOH and mounted as above. Alternatively, for cathepsin K immunostain, slides were serially hydrated, probed with cathepsin K antibody (Proteintech, 11239-1-AP) and developed with ImmPACT DAB and ImmPRESS Staining kits (Vector Laboratories), according to the manufacturer’s instructions. Slides were visualised using florescent or light microscopy. Intra-label thickness for mineral apposition rate and growth plate height were determined manually using Fiji/ImageJ (version 2.0).

**ELISAs.**

For serum, blood was acquired via terminal cardiac puncture, placed into procoagulant serum separation tubes (BD) and centrifuged at 6,000*g* for 2min to separate serum. P1NP and CTX1 were assessed using RatLaps enzyme immunoassays (Immunodiagnostic Systems); and OPG (R&D Systems), RANKL (R&D Systems) and WNT16 (2B Scieintific Ltd) were also assessed, all according to manufacturer’s instructions.

**Experimental osteoarthritis model.**

Male 10-week mice were aseptically operated under anaesthetic. As part of the destabilisation of the medial meniscus (DMM) procedure, mice received on the left knee (ipsilateral) a ~5mm longitudinal dermal incision lateral to the patella to open the joint capsule (17). The medial meniscotibial ligament (MMTL) was located by conducting a medial para-patellar incision and conducting a blunt dissection of the fat pad over the cranial horn of the medial meniscus (17). Visualisation and transection of the MMTL, was performed, allowing medial displacement of the meniscus for designated mice (17). Mice in the ‘Sham’ groups did not receive an MMTL transection. The joint capsule was sealed with a suture and the cutaneous incision sealed with metal clips. Anaesthetic was discontinued and ~0.10mg/kg buprenorphine was intraperitoneally administered. Mice were monitored daily. Clips were removed 4 days post-procedure and mice analysed 2 weeks after surgery. Micro-CT analysis entailed calculation of bone volume of tibial osteophytes, and volumetric bone density of cross-sectional regions in the medial and lateral tibial subchondral bone plateau and trabecular regions of ipsilateral (left) and contralateral (right) knees (17). Subsequent embedding, sectioning and Safranin O and Fast Green histological analysis (described above) allowed scoring of joint pathology according to Osteoarthritis Research Society International (OARSI)-established guidelines (18).

**Statistical approach.**

Statistical analysis used both the GraphPad Prism (versions 7-9) software and R packages. All data was initially assessed for compliance with a Gaussian distribution, by conducting the D’Augustino-Pearson omnibus normality test. All tests were two-tailed. In data where the sample size (n) was insufficient for a normality test, normality was assumed. In two-group data where the n was insufficient for a normality test, the Student’s *t*‑test with the assumption of an identical standard deviation (SD) was used. For normally-distributed data where two groups were extant, the unpaired *t*‑test with Welch’s correction or the paired ratio *t*‑test was applied. For two-group data failing the normality test, the unpaired Mann-Whitney test was used. Parametric correlations were fitted with linear regression, while non-parametric correlations were subject to Spearman’s r correlation test. The extra sum-of-squares F test was specifically used to test differences between two nested sets of curves. Data with multiple groups and a single variable were compared using analysis of variance (ANOVA), followed by multiple comparisions using Fisher’s least significant difference test. *P*-values less than 0.05 were considered significant, throughout. Complex dataset analyses were performed by the specific tools and packages described elsewhere, subject to the statistical tests described in their published literature, and multiplicity-adjusted *P*-values were rendered.

**References for Supplementary Online Materials and Methods.**

1. Rigueur D, Lyons KM. Whole-mount skeletal staining. *Methods Mol Biol* 2014;1130:113–121.

2. Orriss IR, Hajjawi MOR, Huesa C, MacRae VE, Arnett TR. Optimisation of the differing conditions required for bone formation in vitro by primary osteoblasts from mice and rats. *Int J Mol Med* 2014;34:1201–1208.

3. Collins PE, Grassia G, Colleran A, Kiely PA, Ialenti A, Maffia P, et al. Mapping the Interaction of B Cell Leukemia 3 (BCL-3) and Nuclear Factor κB (NF-κB) p50 Identifies a BCL-3-mimetic Anti-inflammatory Peptide. *J Biol Chem* 2015;290:15687–15696.

4. Leggett RM, Ramirez-Gonzalez RH, Clavijo BJ, Waite D, Davey RP. Sequencing quality assessment tools to enable data-driven informatics for high throughput genomics. *Front Genet* 2013;4:288.

5. Lindgreen S. AdapterRemoval: easy cleaning of next-generation sequencing reads. *BMC Res Notes* 2012;5:337.

6. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* 2013;14:R36.

7. Anders S, Pyl PT, Huber W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 2015;31:166–169.

8. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014;15:550.

9. Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* 2012;7:562–578.

10. Mi H, Huang X, Muruganujan A, Tang H, Mills C, Kang D, et al. PANTHER version 11: expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. *Nucleic Acids Res* 2017;45:D183–D189.

11. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 2010;38:576–589.

12. Szklarczyk D, Gable AL, Lyon D, Junge A, Wyder S, Huerta-Cepas J, et al. STRING v11: protein–protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. *Nucleic Acids Res* 2018;47:D607–D613.

13. Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M, et al. NCBI GEO: archive for functional genomics data sets--update. *Nucleic Acids Res* 2013;41:D991–5.

14. Jonason JH, O’Keefe RJ. Isolation and Culture of Neonatal Mouse Calvarial Osteoblasts. In: *Skeletal Development and Repair*.Vol 1130. Methods in Molecular Biology. Totowa, NJ: Humana Press, Totowa, NJ; 2014:295–305.

15. van 't Hof RJ, Rose L, Bassonga E, Daroszewska A. Open source software for semi-automated histomorphometry of bone resorption and formation parameters. *Bone* 2017;99:69–79.

16. Hessle L, Stordalen GA, Wenglén C, Petzold C, Tanner EK, Brorson S-H, et al. The skeletal phenotype of chondroadherin deficient mice. *PLoS ONE* 2013;8:e63080.

17. Huesa C, Ortiz AC, Dunning L, McGavin L, Bennett L, McIntosh K, et al. Proteinase-activated receptor 2 modulates OA-related pain, cartilage and bone pathology. *Ann Rheum Dis* 2016;75:1989–1997.

18. Glasson SS, Chambers MG, Van Den Berg WB, Little CB. The OARSI histopathology initiative - recommendations for histological assessments of osteoarthritis in the mouse. *Osteoarthr Cartil*. 2010 Oct;18 Suppl 3:S17-23.

How the deposited data were processed for this re-analysis (not part of the article)

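RNA of calvarial osteoblast cultures from neonatal WT and Bcl3-/- mice was sequenced by the authors after 1 and 3 days of osteogenic induction, with 3 libraries in each of 4 groups and 12 in all. The deposited counts are raw reads per gene, made by the authors with Trim Galore, TopHat2 and HTSeq on GRCm38, and cover 49585 genes; 5 further entries count reads outside genes, between 12.3 and 14.7% per library, and were left out. The deposited FPKM values, made by the authors with Cufflinks, are normalized for transcript length and depth; 49318 genes were used, 49 entries with more than 1 value per library and 1 stray header were left out, and Col1a1 is listed at 0 in 10 libraries. Versions of these tools, the strand setting of HTSeq and the annotation release were not found in the paper's text. Gene names and positions came from GENCODE M21. Gene counts per library had a median of 31792039. None of the 66 pairs of libraries was a copy, with a chi-square between their counts of at least 8.6 per gene.

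Genes were kept by edgeR's filterByExpr, 16318 in all, and normalized by TMM, with factors between 0.951 and 1.05. One quasi-likelihood fit with 4 groups gave the contrasts of genotype on day 1 and day 3, of time in WT and in Bcl3-/- libraries, and their interaction, with Benjamini-Hochberg adjustment within each; the biological coefficient of variation was 13.5%. Log2 CPM values used a prior count of 2. Group positions were compared with two-sided exact permutation tests. The culture codes pair the days: deviations of same-numbered libraries from their group means correlated at 0.42 to 0.54 over time in WT, -0.26 to -0.03 over time in Bcl3-/- libraries, -0.17 to 0.11 on day 1 and -0.01 to 0.42 on day 3, and a block by culture was an alternative. In simulated data with 50 changed genes at each of log2 folds 0.7, 1, 2 and 3, the day 1 comparison recovered 66, 80, 98 and 100%, and 10 of 182 calls were false; the other comparisons gave 68, 80, 98 and 100% (8 of 181 false, day 3), 68, 82, 96 and 100% (9 of 182, WT time) and 64, 78, 100 and 100% (11 of 182, Bcl3-/- time).

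Genes are named by a rule set before the data were examined: Bcl3; genes the paper names for RNA sequencing; for each contrast the 10 largest rises and falls among called genes with a mean of at least 1 log2 CPM and groups that do not overlap; and for each list up to 4 members with the smallest adjusted p and any that go the other way. Some genes that this rule selects are not reported here. Some values of the paper's own table had been seen before. The gene lists were written from general knowledge: osteoblast transcription factors, osteoblast matrix, osteocyte, fibrillar matrix, collagen processing, matrix proteases, Wnt ligands, receptors, antagonists and targets, BMP and insulin-like growth factor signaling, regulators of osteoclasts, NF-κB family and inflammatory genes, interferon-stimulated, MHC class I, DNA replication, mitosis, glycolysis and hypoxia, unfolded protein response, immediate early, cholesterol synthesis, complement and p53 target genes; markers of macrophages, osteoclasts, neutrophils, lymphocytes, red cells, endothelium, chondrocytes, adipocytes, skeletal and smooth muscle, neural cells, fibroblasts and tendon, and pericytes; and genes of one sex, strain-variable genes, mitochondrial mRNAs and neighbors of Bcl3. From the paper came the ossification and Wnt-protein binding genes of Figure 2D, the genes measured by quantitative PCR and the 16 genes of its text. Lists with too few measured members, neutrophils and red cells, were not tested.

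Alternatives were DESeq2 with and without moderated folds, RLE and upper-quartile normalization, no count filter, at least 1 CPM in at least 6 libraries, counts thinned to 20009732 per library, only the 6 libraries compared, blocks by title number and by culture (a random effect with correlation 0.197 for genotype), limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 1) of genes with an FPKM of at least 1 in at least 3 libraries, other thresholds, leaving out each of the 12 libraries and, for correlations and overlaps, dividing the WT libraries or cultures between the 2 changes. Groups with no change were simulated in 20 draws for comparisons that share WT libraries. The motif search in promoters needs the genome sequence and was not analysed here. R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.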

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

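Of the tests in this part, those of sequencing depth, shared day 1 WT libraries, chondrocytes and single libraries were set before their results were seen, and those of exchanged labels, immune cells and other groupings of the libraries were chosen after; the counts of genes near Bcl3 without a fold threshold were set before, and the limits that decide on a strain segment and the counts over a fold threshold were chosen after; the set of processes taken as discussed in the paper was also written after values were seen.

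The interaction of time and genotype asks whether a change over the days differs between the genotypes, and it called 183 genes. Without 1 of the 12 libraries in turn it called between 1 and 475, each count being over 1.5 times lower or higher, and with each culture as a block it called 292. At the preset correlation, gene lists that passed in the interaction had these median differences in log2 fold change, Bcl3-/- minus WT: interferon-stimulated genes -2.24, cholesterol synthesis -0.89, MHC class I presentation -0.53, macrophage markers -0.58, chondrocyte markers -0.51, inflammatory genes induced through NF-κB -0.42, immediate early genes -0.41, fibrillar matrix -0.37, mitosis -0.29, unfolded protein response -0.20, DNA replication -0.19, BMP signaling 0.0547 and mitochondrially encoded mRNAs 0.24. Lists that the paper picked on these libraries passed as well: its ossification genes, with a median of -0.84 and 2 of 13 called lower (2 adjusted over the list alone; camera adjusted p = 6.43e-05, and adjusted p = 0.269 with an estimated correlation), and its 16 genes named for both day 1 and WT day 3, with -0.97 and 3 called lower (11 adjusted over the list alone; camera adjusted p = 3.93e-08, and adjusted p = 0.277 with an estimated correlation). With an estimated correlation 0 lists passed, 19 of 100 groupings of the libraries gave as many list calls, and no member was called singly for chondrocyte markers, inflammatory genes, mitosis, the unfolded protein response, DNA replication and mitochondrially encoded mRNAs. Without single libraries the calls of BMP signaling, chondrocyte markers, mitochondrially encoded mRNAs and macrophage markers were lost in 6, 7, 7 and 1 of 12 fits, and that of BMP signaling also with either block. Among genes the paper names, the difference was -2.39 (SE 0.24, edgeR adjusted p = 0.00527) for Mmp13, which no single library or other setting removed. It was -2.48 (SE 0.48, edgeR adjusted p = 0.0357) for the stromelysin Mmp3, -2.24 (SE 0.37, edgeR adjusted p = 0.0271) for the antiviral enzyme Rsad2, -2.27 (SE 0.43, edgeR adjusted p = 0.0335) for Tmem178 and 1.34 (SE 0.29, edgeR adjusted p = 0.0476) for Sp7. Each of these 4 calls was lost without single libraries, in 9 of 12 fits for Mmp3, 8 for Rsad2, 10 for Tmem178 and 11 for Sp7, all 4 with log2(FPKM + 1) and log2(FPKM + 0.1), that of Tmem178 with thinned counts, and those of Mmp3 and Sp7 with a block by title number.

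Groups that the paper does not discuss also differed by genotype on day 1: 39 interferon-stimulated genes, 9 of MHC class I presentation, 15 of cholesterol synthesis, 8 of complement, 9 targets of p53, 3 adipocyte markers, 6 skeletal muscle markers, 6 smooth muscle markers and 9 fibroblast and tendon markers. Targets of p53 had 1 higher and 8 lower of 15 (1 and 8 adjusted over the list alone; camera adjusted p = 0.00432, and adjusted p = 0.269 with an estimated correlation), with Mdm2, which degrades p53, at -0.62 (SE 0.11, edgeR adjusted p = 0.00444). Smooth muscle and myofibroblast markers had 0 higher and 6 lower of 12 (0 and 7 adjusted over the list alone; camera adjusted p = 0.000519, and adjusted p = 0.164 with an estimated correlation), with calponin, Cnn1, at -0.74 (SE 0.12, edgeR adjusted p = 0.00197). Skeletal muscle markers had 6 higher and 0 lower of 13 (9 and 0 adjusted over the list alone; camera adjusted p = 4.91e-05, and adjusted p = 0.314 with an estimated correlation), and adipocyte markers had 3 higher and 0 lower of 7 (3 and 0 adjusted over the list alone; camera adjusted p = 0.00442, and adjusted p = 0.269 with an estimated correlation). Fibroblast and tendon markers had 8 higher and 1 lower of 12 (8 and 2 adjusted over the list alone; camera adjusted p = 0.000929, and adjusted p = 0.269 with an estimated correlation), with Pi16, a marker of adventitial fibroblasts, at 2.98 (SE 0.48, edgeR adjusted p = 0.00212) and the tendon factor Scx at -0.68 (SE 0.14, edgeR adjusted p = 0.00793).

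Day 1 libraries labelled Bcl3-/- lay between the WT days in component 1. With all libraries thinned to the smallest total their position was 63.6%, against 63.3% with full counts, which argues against sequencing depth. With different day 1 WT libraries in each change, the lowest rho with the WT time change was 0.51, which argues against shared WT libraries as the whole source. With the mean of 16 chondrocyte genes as a covariate 125.4% of the median day 1 change was left, but this excludes nothing, as that mean did not follow the main cartilage matrix genes. By genotype on day 1 the mean was 0.52 higher, while Col2a1 was at -1.06 (SE 0.53, edgeR adjusted p = 0.217) and Acan at -0.95 (SE 0.56, edgeR adjusted p = 0.296); over time in WT it was 0.72 higher, and they were at -1.13 (SE 0.54, edgeR adjusted p = 0.117) and -1.85 (SE 0.58, edgeR adjusted p = 0.0243, a call lost without day 1 WT replicate 1 or 2 or day 3 WT replicate 2 or 3). Of the 16 genes, 3 were called higher and 0 lower by genotype on day 1, and 7 rose and 1 fell over time in WT. On day 1 Matn4 was at 3.09 (SE 0.38, edgeR adjusted p = 0.000808). Col9a2 was at 1.51 (SE 0.32, edgeR adjusted p = 0.00803) and Sox9 at 0.48 (SE 0.11, edgeR adjusted p = 0.0141). As the markers went both ways, a falling share of chondrocytes stays open. So does a culture that is further along its time course at 1 day, as the paper proposes, and the time each culture took to reach confluence was not tested.

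Interferon-stimulated genes were higher in libraries labelled Bcl3-/- on day 1. The median day 1 log2 fold change of macrophage markers was -0.0375, against 1.90 for the interferon-stimulated genes, which argues against a larger share of macrophages as the source. Whether an unchanged share of macrophages made interferon or carried the higher interferon-stimulated genes was not tested. Without 1 of the 6 day 1 libraries at a time, at least 32 were called, against 39 with all, so no single library carries the difference. As the same genes rise in WT by day 3, an interferon response that starts earlier in Bcl3-/- cultures is a candidate explanation; its trigger was not tested, and neither was interferon protein.

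Bcl3 counts on day 1 were not lower in the libraries labelled Bcl3-/-, and some genes near Bcl3 were called by genotype. Of 91 genes with an absolute log2 fold change over 2 on day 3, 86.8% went the same way on day 1, with 43 called the same way and 0 called the other way by edgeR, which argues against an exchange of the day 1 labels. Within 1 Mb of Bcl3, 10 of 45 genes were called on day 1, an odds ratio of 1.59 (95% interval 0.70 to 3.28, Fisher's exact p = 0.21, adjusted p = 0.432 over 24 such tests). On day 3, 8 of 45 were called, an odds ratio of 1.87 (95% interval 0.75 to 4.09, Fisher's exact p = 0.134, adjusted p = 0.357), and 4 of 45 with an absolute log2 fold change over 1, an odds ratio of 3.08 (95% interval 0.80 to 8.56, Fisher's exact p = 0.0492, adjusted p = 0.151). As each interval holds values above and below 1, an excess of called genes near Bcl3 is neither shown nor excluded for these 45 genes. A segment of another strain around the targeted gene stays open, as does an effect of losing Bcl3 on its neighbors. A transcript that the targeted allele still makes stays open for Bcl3 itself, since counts per gene do not show which exons were read.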

How the results depend on the processing

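The alternatives for the overlaps other than thresholds and single libraries, thinned counts and single libraries for component 1, thinned counts, the title block and divided WT cultures for the correlations, single libraries and blocks for the gene lists, and both stricter thresholds together for the counts of genes were chosen after the data were examined, and the others before. Of 13540 values of named genes under other settings, 12579 kept their direction and side of the threshold, 698 lost their call, 256 gained one and 7 reversed. Without single libraries, 11664 of 12852 kept both, 1082 lost and 106 gained a call, and 0 reversed in edgeR. Among values never called, 119 of 26392 changed sign. Of 1320 values of gene lists 1178 kept both, 107 lost and 35 gained a call, and without single libraries 2573 of 2640 did, 33 lost and 34 gained one.

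Counts of genes moved by more than 1.5 times as follows, and the cause was not tested except where fewer genes can pass a stricter threshold. With log2(FPKM + 1) and log2(FPKM + 0.1), 1437 and 1494 genes differed by genotype on day 1, 1030 and 978 on day 3, and 5 and 4 in the interaction. With only the 6 libraries compared, 814 differed on day 3. With an absolute log2 fold change over 1, with an adjusted p under 0.01 and with both, the counts were 722, 1008 and 468 on day 1, 503, 548 and 223 on day 3, 1573, 4101 and 1237 over time in WT and 1462, 3155 and 982 over time in Bcl3-/- libraries; the interaction gave 1 with an adjusted p under 0.01 and 1 with both. The interaction also gave 455 genes with DESeq2, 420 with moderated folds, 552 with no count filter and 292 with each culture as a replicate block. The block by title number gave 156, and in the other contrasts a block moved no count of genes by that much.

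Without single libraries the counts lay between 1253 and 2905 on day 1, 698 and 1879 on day 3, 4629 and 6796 over time in WT, 4138 and 5594 over time in Bcl3-/- libraries, and 1 and 475 in the interaction. Over 1.5 times lower counts came without day 1 WT replicate 1 (1253) or 2 (1291) and day 1 Bcl3-/- replicate 1 (1613), 2 (1452) or 3 (1549) for day 1, and without day 3 WT replicate 1 (698) or 2 (1107) and day 3 Bcl3-/- replicate 2 (698) for day 3. The ranges were 52.6 to 59.1% for component 1, 51.4 to 61.6% for the metagene, 0.68 to 0.76 for the correlation of the time changes, 0.64 to 0.74 (lowest 0.645) and 0.22 to 0.35 for those of the WT time change with the genotype change on day 1 and day 3, 281 to 582 and 1 to 2 for the overlaps, 378 to 673 for genes called lower only in Bcl3-/- libraries, and 87 to 98 for list calls.

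Component 1 held 68.5% with the 500 most variable genes, 44.3% with z scores and 34.2% with log2(FPKM + 1). For the time changes in both genotypes the correlation was 0.6798 as Pearson r, 0.5961 with moderated folds, 0.5844 with FPKM differences and 0.4496 over genes called in neither comparison. For the WT time change and the genotype change on day 1 these were 0.7406, 0.6332, 0.6466 and 0.4476, 0.5729, 0.5245 and 0.5099 with divided day 1 WT libraries and 0.5644, 0.5609 and 0.5391 with divided WT cultures; on day 3 they were 0.3007, 0.1782, 0.1819 and 0.1571, 0.2404, 0.4624 and 0.4771 with divided day 3 WT libraries and 0.2793, 0.4057 and 0.4211 with divided WT cultures. The overlap of 460 genes was 183 with log2(FPKM + 1), 204 with that and an FPKM filter, 1284 with no fold threshold, 294 with divided day 1 WT libraries, replicate 2 in the time change, and 252 and 247 with divided WT cultures, culture 1 or 2 in the time change. The overlap of 2 was 1 with moderated folds, 1 with log2(FPKM + 1), 1 with log2(FPKM + 0.1), 1 with the FPKM filter, 1 with an adjusted p under 0.01, 4 with no count filter, 9 with no fold threshold, 1 with day 1 WT replicate 1 alone in the time change, and 1 and 0 with WT culture 2 or 3 alone in it. The 509 genes called lower only in Bcl3-/- libraries were 285 with at least 1 CPM in at least 6 libraries, 262 with log2(FPKM + 1), 305 with the FPKM filter, 297 with an adjusted p under 0.01 and 867 with no fold threshold. The metagene position was 52.9% as a mean, and camera called 0 lists with an estimated correlation, against 110 calls by fry and 92 at the preset correlation. The odds ratio near Bcl3 on day 1 was 1.66 within 5 Mb without Bcl3, and it reversed to 0.952 within 20 Mb and 0.955 without Bcl3; on day 3 it was 1.151 within 20 Mb, and 1.73 (Fisher's exact p = 0.0201, adjusted p = 0.151) with an absolute log2 fold change over 1.

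The values of Col1a1, genotype on day 1, and of Col1a1, time in WT, reversed to -3.98 with log2(FPKM + 1) and -5.087 with log2(FPKM + 0.1); its FPKM is listed at 0 in 10 libraries, and its mean count over all 12 is 1290777. The value of Flt1, time in WT, reversed to -0.078 with log2(FPKM + 1), to -0.078 with the FPKM filter, and to -0.135 with log2(FPKM + 0.1), and the cause was not tested. With counts thinned to the smallest library fewer genes were called on day 1 (2259), on day 3 (1550), over time in WT (5656) and over time in Bcl3-/- libraries (4826), but not in the interaction (192, against 183). On counts simulated like day 1, 66% of genes with a log2 fold of 0.7 were recovered, against 98% at a log2 fold of 2, which does not part depth from the number and spread of the libraries. The search for NF-κB motifs in promoters and its alternatives were not run.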

Differences from the paper's values

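The alternatives for the overlaps that concern the model, filter, depth or unit were chosen after the values were seen; those for folds, thresholds and single libraries were set before.

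The paper reports 228 genes higher in Bcl3-/- on day 1 and higher on day 3 in WT, against 460 here at the same adjusted p and an absolute log2 fold change over 1, the paper's threshold being an absolute fold change over 1 in its legend. Of the alternatives set before the data were examined, 313 without day 1 WT replicate 1, 281 without day 1 WT replicate 2 and 311 with an adjusted p under 0.01 came within 1.5 times of the paper's count, and the other fits without single libraries and the one with no fold threshold did not. Of those chosen after seeing the values, log2(FPKM + 1) gave 183 and dropped 2 of the 16 genes the paper names, log2(FPKM + 0.1) gave 307 and dropped 1, the FPKM filter gave 204 and dropped 2, DESeq2, which the paper names, gave 489, or 368 with moderated folds, and the others gave between 394 and 502. Also chosen after, divided day 1 WT libraries gave 308, 294 and 336 and held 15, 15 and 12 of the 16 genes, and divided WT cultures gave 252, 247 and 368 and held 14, 14 and 12.

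The paper reports 1 gene higher in Bcl3-/- on day 1 and lower on day 3 in WT, against 2 here. Set before, the settings that gave 1 were an adjusted p under 0.01 and the fits without day 1 WT replicate 2 or 3 or day 3 WT replicate 2 or 3. Chosen after seeing the values, they were DESeq2 with moderated folds, log2(FPKM + 1), log2(FPKM + 0.1) and the FPKM filter, which kept 16, 14, 15 and 14 of the 16 genes, and the divisions with day 1 WT replicate 1 or WT culture 2 alone in the time change, which held 15 and 14.

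The paper reports 281 genes in the set that its legend describes as higher on day 1 than on day 3 in Bcl3-/- cells alone and its text as higher than in WT cells; here 509 were called lower on day 3, at an absolute log2 fold change over 1, only in libraries labelled Bcl3-/-. Set before, an adjusted p under 0.01 gave 297, and the fits without day 1 Bcl3-/- replicate 2 or 3 or day 3 Bcl3-/- replicate 2 gave 394, 378 and 378. Chosen after seeing the values, 1 CPM in at least 6 libraries gave 285, log2(FPKM + 1) 262, the FPKM filter 305, thinned counts 414 and only the 6 libraries compared 380; how many of the paper's genes these drop was not tested, as its genes for this set are not used here.

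Log2 fold changes were compared for 32 values of the paper's table of significant genes, of which only the first part was used; all 32 had the paper's sign and all were larger here, and 9 differed by more than their error. For genotype on day 1 these were Col14a1 (paper 1.73, here 2.73), Chrdl1 (paper 1.86, here 2.93), Bglap2 (paper 1.41, here 2.15), Igfbp3 (paper 1.49, here 2.77), Fzd9 (paper 1.26, here 1.46) and Musk (paper 1.00, here 1.51), and over time in WT Col14a1 (paper 2.38, here 3.20), Chrdl1 (paper 2.60, here 3.52) and Igfbp3 (paper 2.13, here 3.21). With DESeq2 and moderated folds, set before the data were examined, 0 of the 32 differed. The other settings set before that removed a difference were log2(FPKM + 1) and its filter for Col14a1, Chrdl1 and Bglap2, log2(FPKM + 0.1) for Bglap2, Fzd9 and Musk and, over time, for Col14a1 and Chrdl1, and RLE or upper-quartile normalization and the culture block for Fzd9 and thinned counts for Fzd9 and Musk. Fits without single libraries also did so: day 1 WT replicate 3 or day 1 Bcl3-/- replicate 2 for Fzd9, day 1 WT replicate 1 or day 1 Bcl3-/- replicate 3 for Musk, and over time day 1 WT replicate 2 or day 3 WT replicate 3 for Col14a1 and Chrdl1 and day 1 WT replicate 1 for Col14a1. For Igfbp3 no other setting did.

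The paper names 16 genes as higher in both comparisons, and 15 were here; Mmp9 had 1.55 (SE 0.50, edgeR adjusted p = 0.0543) on day 1. All 16 were called by DESeq2 with and without moderated folds, with no count filter, with only the 6 libraries compared, with the block by title number, and without day 1 Bcl3-/- replicate 1 or day 3 WT replicate 1, 2 or 3.

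By quantitative PCR on day 1 the paper reports Rankl and Runx2 higher, osterix unchanged and osteocalcin higher in Bcl3-/- cells. In the counts Tnfsf11 (Rankl) was at -0.07 (SE 0.22, edgeR adjusted p = 0.868), Runx2 at 0.07 (SE 0.10, edgeR adjusted p = 0.739) and Sp7 (osterix) lower at -0.92 (SE 0.20, edgeR adjusted p = 0.00918), a call lost with log2(FPKM + 0.1). Of the osteocalcin genes, Bglap was at 1.25 (SE 0.44, edgeR adjusted p = 0.0807), called by DESeq2 and without day 1 WT replicate 3, and Bglap2 was higher. Alpl, Col1a1, Tnfrsf11b and Wnt16 went the way that the paper reports.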

Other observations

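In this part the counts over other groupings of the libraries were chosen after the results were seen, and the gene lists were fixed before the data were examined.

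Immediate early genes, which cells switch on within minutes of a stimulus, fell from day 1 to day 3: over time in WT there were 0 higher and 9 lower of 16 (0 and 9 adjusted over the list alone; camera adjusted p = 0.00115, and adjusted p = 0.287 with an estimated correlation), and in libraries labelled Bcl3-/- 0 higher and 12 lower of 16 (1 and 12 adjusted over the list alone; camera adjusted p = 2.79e-06, and adjusted p = 0.252 with an estimated correlation). Egr1, a zinc finger factor, had a log2 fold change of -1.49 (SE 0.11, edgeR adjusted p = 3.81e-06) in Bcl3-/- libraries. Genes of the unfolded protein response, which serve protein folding in the endoplasmic reticulum, had 0 higher and 9 lower of 18 (0 and 11 adjusted over the list alone; camera adjusted p = 0.00666, and adjusted p = 0.36 with an estimated correlation) in WT and 0 higher and 13 lower of 18 (0 and 15 adjusted over the list alone; camera adjusted p = 4.1e-06, and adjusted p = 0.269 with an estimated correlation) in Bcl3-/- libraries, where the chaperone Hspa5 was at -0.66 (SE 0.07, edgeR adjusted p = 3.55e-05). By genotype on day 3 they had 0 higher and 4 lower of 18 (0 and 4 adjusted over the list alone; camera adjusted p = 0.00307, and adjusted p = 0.315 with an estimated correlation). NF-κB subunits and inhibitors had 1 higher and 0 lower of 18 (1 and 0 adjusted over the list alone; camera adjusted p = 0.272, and adjusted p = 0.787 with an estimated correlation) by genotype on day 1 and 1 higher and 7 lower of 18 (1 and 8 adjusted over the list alone; camera adjusted p = 0.00499, and adjusted p = 0.497 with an estimated correlation) over time in Bcl3-/- libraries, with Nfkbiz, an atypical inhibitor related to BCL3, at -1.53 (SE 0.19, edgeR adjusted p = 0.00011). The subunit c-Rel, Rel, was lower by genotype on day 3 at -0.74 (SE 0.14, edgeR adjusted p = 0.00844). Genes of insulin-like growth factor signaling had 3 higher and 0 lower of 10 (4 and 1 adjusted over the list alone; camera adjusted p = 0.0959, and adjusted p = 0.33 with an estimated correlation) by genotype on day 1, with the binding protein Igfbp4 at 1.00 (SE 0.16, edgeR adjusted p = 0.00217). Genes of glycolysis and the response to hypoxia had 3 higher and 3 lower of 20 (3 and 5 adjusted over the list alone; camera adjusted p = 0.776, and adjusted p = 0.907 with an estimated correlation) on day 1.

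Markers of other cells by genotype on day 1 were as follows. Osteoclast markers had 1 higher and 2 lower of 11 (4 and 3 adjusted over the list alone; camera adjusted p = 0.884, and adjusted p = 0.907 with an estimated correlation), chondrocyte markers 3 higher and 0 lower of 16 (4 and 0 adjusted over the list alone; camera adjusted p = 0.0855, and adjusted p = 0.511 with an estimated correlation) and pericyte markers 3 higher and 1 lower of 9 (4 and 2 adjusted over the list alone; camera adjusted p = 0.11, and adjusted p = 0.335 with an estimated correlation). Endothelial markers had 1 higher and 0 lower of 9 (2 and 1 adjusted over the list alone; camera adjusted p = 0.511, and adjusted p = 0.65 with an estimated correlation), and neural and glial markers 1 higher and 1 lower of 9 (1 and 1 adjusted over the list alone; camera adjusted p = 0.956, and adjusted p = 0.975 with an estimated correlation). Over time in WT osteoclast markers had 5 higher and 1 lower of 11 (5 and 1 adjusted over the list alone; camera adjusted p = 0.0806, and adjusted p = 0.269 with an estimated correlation), with the tartrate-resistant phosphatase Acp5 at 1.75 (SE 0.18, edgeR adjusted p = 2.62e-05). Neutrophil and red cell markers were too seldom measured to be tested as lists. By genotype on day 1 the chondrocyte list passed as higher without day 1 WT replicate 1 (camera adjusted p = 0.00756). It also passed without day 1 Bcl3-/- replicate 1 (camera adjusted p = 0.0354), and the pericyte list did without day 3 WT replicate 1 (camera adjusted p = 0.048). Genes of one sex had 0 higher and 0 lower of 5 (0 and 0 adjusted over the list alone; camera adjusted p = 0.837, and adjusted p = 0.907 with an estimated correlation), genes that vary between strains 1 higher and 1 lower of 6 (1 and 2 adjusted over the list alone; camera adjusted p = 0.841, and adjusted p = 0.913 with an estimated correlation), mitochondrially encoded mRNAs 0 higher and 0 lower of 13 (0 and 0 adjusted over the list alone; camera adjusted p = 0.579, and adjusted p = 0.907 with an estimated correlation) and genes next to Bcl3 3 higher and 2 lower of 28 (3 and 3 adjusted over the list alone; camera adjusted p = 0.503, and adjusted p = 0.604 with an estimated correlation). Of the genes of one sex, Ddx3y was at 2.126, 66.62 and 18.85 CPM in day 1 WT and 1.517, 78.75 and 35.97 CPM in day 1 Bcl3-/- libraries. The cultures kept this order on day 3. With such a spread within groups, the absence of calls does not exclude a difference in sex between the genotypes.

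For comparisons of 3 libraries with 3, the 10 possible groupings are too few for a share under 0.05. In 1 of 10, the real one, the number of genes was as large as 2494 for genotype on day 1 (highest other 0), 1693 for genotype on day 3 (1), 6285 for time in WT (0) and 5454 for time in Bcl3-/- libraries (0). With the genotypes regrouped within a day, the same 1 of 10 held for the overlaps of 460 (0) and 2 (0) genes and for the correlations of the WT time change with the genotype change on day 1, 0.69 (0.63), and day 3, 0.34 (0.28). With the WT libraries regrouped over the days, these correlations were as large in 1 of 10 for day 1 (0.59) and in 4 of 10 for day 3 (0.53), and that of the time changes in both genotypes, 0.74, in 1 of 10 (0.69). With the Bcl3-/- libraries regrouped over the days, which puts day 3 libraries into the day 1 group, the overlap of 460 reached 670, the correlation for day 1 reached 0.85 and that of the time changes at most 0.54. Each culture gave both days, and the 3 other groupings that likewise part every pair called 0 genes over time with edgeR in either genotype. List calls were as many in 3 of 10 groupings on day 1 (17, highest other 18), 1 of 10 on day 3 (24, highest other 20), 2 of 10 over time in WT (17, highest other 17) and 2 of 10 over time in Bcl3-/- libraries (19, highest other 21). For results that regroup all 12 libraries 100 groupings were drawn. Each day was regrouped apart, so a culture could change genotype between the days, although libraries of the same WT culture resembled each other. Shares over these groupings therefore cannot test a genotype effect that holds by culture. As many interaction genes as 183 came in 4 of 100, a share under 0.05, but the highest other grouping gave 1460, several times the real count, which points to a structure of the libraries. That grouping kept the real day 1 groups, so the genotype difference of day 1 enters it. Of 85 groupings that mixed both days, 1 gave as many, with 451, and its cause was not tested. Chance is not excluded for the 509 genes called lower only in Bcl3-/- libraries (6 of 100, highest other 830) or the 15 interaction list calls (19 of 100, highest other 21). Among the 85 that mixed both days, 1 and 9 reached these counts (highest 543 and 18).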
